# In Vitro and In Silico Mechanistic Insights into miR-21-5p-Mediated Topoisomerase Drug Resistance in Human Colorectal Cancer Cells

**DOI:** 10.3390/biom9090467

**Published:** 2019-09-09

**Authors:** Jung-Chien Chen, Yao-Yu Hsieh, Hsiang-Ling Lo, Albert Li, Chia-Jung Chou, Pei-Ming Yang

**Keywords:** autophagy, colorectal cancer, Connectivity Map, drug resistance, microRNA

## Abstract

Although chemotherapy for treating colorectal cancer has had some success, drug resistance and metastasis remain the major causes of death for colorectal cancer patients. MicroRNA-21-5p (hereafter denoted as miR-21) is one of the most abundant miRNAs in human colorectal cancer. A Kaplan–Meier survival analysis found a negative prognostic correlation of miR-21 and metastasis-free survival in colorectal cancer patients (The Cancer Genome Atlas Colon Adenocarcinoma/TCGA-COAD cohort). To explore the role of miR-21 overexpression in drug resistance, a stable miR-21-overexpressing clone in a human DLD-1 colorectal cancer cell line was established. The 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl tetrazolium bromide (MTT) cell viability assay found that miR-21 overexpression induced drug resistance to topoisomerase inhibitors (SN-38, doxorubicin, and etoposide/VP-16). Mechanistically, we showed that miR-21 overexpression reduced VP-16-induced apoptosis and concomitantly enhanced pro-survival autophagic flux without the alteration of topoisomerase expression and activity. Bioinformatics analyses suggested that miR-21 overexpression induced genetic reprogramming that mimicked the gene signature of topoisomerase inhibitors and downregulated genes related to the proteasome pathway. Taken together, our results provide a novel insight into the role of miR-21 in the development of drug resistance in colorectal cancer.

## 1. Introduction

According to the global cancer statistics in 2018, colorectal cancer (CRC) is still the second essential contributor of cancer-related deaths in males and females worldwide [1]. Chemotherapeutics based on 5-fluorouracil (5-FU), in combination with oxaliplatin or irinotecan, are the standard regimen for CRC, which has increased the overall survival of CRC patients [2]. In addition, several molecular-targeted therapies have been developed, such as cetuximab and bevacizumab, which are monoclonal antibodies specific to epidermal growth factor receptor (EGFR) and vascular endothelial growth factor (VEGFR), respectively [2]. However, the acquisition of anticancer drug resistance remains the major challenge in treating CRC. A better characterization of the molecular mechanisms that are involved will provide clinical benefits for controlling and preventing the development of drug resistance.

MicroRNAs (miRNAs), approximately 19 to 25 nucleotide-long small noncoding RNAs, could suppress mRNA translation or stability through interacting with the 3’-untranslated region (3’-UTR) of target mRNAs. The alteration of miRNA expressions is frequently observed in human cancers, and these altered miRNAs have been shown to display either oncogenic or tumor-suppressive functions [3]. An oncogenic miRNA, miR-21, is overexpressed in CRC [4,5]. Tumor suppressor genes, such as programmed cell death 4 (PDCD4), phosphatase and tensin homolog (PTEN), and sprouty 2 (SPRY2), have been known as mRNA targets of miR-21. Silencing these genes stimulates cell proliferation, inhibits apoptosis, and enhances invasion and metastasis [6,7]. However, the role of miR-21 in drug resistance in CRC, and the participated molecular mechanisms remains unclear.

Here, we established an miR-21-overexpressing DLD-1 human CRC cell line to investigate its role in drug resistance in CRC. We demonstrated that miR-21 overexpression induced drug resistance to topoisomerase inhibitors through reducing apoptotic induction and enhancing autophagic flux. Bioinformatics analyses further provided in silico mechanistic insights into miR-21-mediated drug resistance. Our results suggest a novel role of miR-21 in drug resistance in CRC.

## 2. Materials and Methods

### 2.1. Chemicals and Reagents

Lipofectamine RNAiMAX Transfection Reagent, Roswell Park Memorial Institute-1640 (RPMI-1640) medium, sodium pyruvate, L-glutamine, and antibiotic/antimycotic solution were from Life Technologies (Gaithersburg, MD, USA). Fetal bovine serum (FBS) was from GIBCO (Grand Island, NY, USA). Programmed cell death 4 (PDCD4; GTX104901), DNA topoisomerase I (TOP1; GTX63013), DNA topoisomerase II alpha (TOP2A; GTX100689), DNA topoisomerase II beta (TOP2B; GTX102640), Sequestosome 1 (SQSTM1/p62; GTX100685), Microtubule associated protein 1 light chain 3 beta (MAP1LC3B; GTX127375), Beclin 1 (GTX113039), Autophagy related 12 (ATG12; GTX124181), Lysosomal associated membrane protein 2 (LAMP2; GTX103214), and Glyceraldehyde-3-phosphate dehydrogenase (GAPDH; GTX100118) antibodies were from GeneTex (Hsinchu, Taiwan). The caspase-3 (3004-100) antibody was from Imgenex (San Diego, CA, USA). The autophagy related 7 (ATG7; sc-8668) antibody was from Santa Cruz Biotechnology (Santa Cruz, CA, USA). The ubiquitin (MAB1510) antibody was from EMD Millipore (Billerica, MA, USA). The poly(ADP-ribose) polymerase 1 (PARP1; 9542S) antibody was from Cell Signaling Technology (Beverly, MA, USA). Horseradish peroxidase (HRP)-labeled secondary antibodies were from Jackson ImmunoResearch (West Grove, PA, USA). pCMV-MIR and pCMV-MIR21 plasmids were from OriGene (Rockville, MD, USA). ON-TARGETplus human ATG7 and Non-Targeting SMARTpool siRNAs were from Dharmacon (Lafayette, CO, USA). The PolyJet DNA Transfection Reagent was from SignaGen Laboratories (Ijamsville, MD, USA). Geneticin (G418) was from Invivogen (San Diego, CA, USA). The GENEzol TriRNA Pure Kit was from Geneaid Biotech (New Taipei City, Taiwan). The miScript II RT Kit, miScript SYBR Green PCR Kit, and Hs_miR-21_2 (hsa-miR-21–5p) miScript Primer Assay were from Qiagen (Valencia, CA, USA). The iScript cDNA Synthesis Kit was from Bio-Rad Laboratories (Richmond, CA, USA). Dimethyl sulfoxide (DMSO), MG132, and 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl tetrazolium bromide (MTT) were from Sigma Chemical (St. Louis, MO, USA). Bafilomycin A1 and doxorubicin were from LC Laboratories (Woburn, MA, USA). 5-Fluorouracil (5-FU) was from Merck Millipore (Billerica, MA, USA). Etoposide (VP-16) and 7-ethyl-10-hydroxy-camptothecin (SN-38) were from Adooq BioScience (Irvine, CA, USA). Rapamycin was from Cayman Chemical (Ann Arbor, MI, USA). An enhanced chemiluminescence (ECL) system was from Perkin-Elmer (Boston, MA, USA). Phosphatase and protease inhibitor cocktails were from Roche (Indianapolis, IN, USA). Hybond-C Extra nitrocellulose membranes were from GE Healthcare (Piscataway, NJ, USA). X-ray film and 2x SYBR Green PCR Master Mix were from Roche (Indianapolis, IN, USA).

### 2.2. Cell Culture and Transfection

DLD-1 human colorectal cancer cells were cultivated in RPMI-1640 medium containing 10% FBS, 1% L-glutamine, 1 mM sodium pyruvate, and 1% antibiotic/antimycotic solution. Cells were incubated in a humidified 37 °C, 5% CO_2_ incubator. To establish stable miR-21-overexpressing DLD-1 (DLD-1-miR-21) and corresponding vector-overexpressing (DLD-1-vector) cell lines, parental DLD-1 cells were transfected with a plasmid encoding human miR-21 or its control vector (pCMV-MIR) using the PolyJet transfection reagent. Stable clones were selected with 1 mg/mL G418 for 2 months. Single clones were selected based on the expression of the green fluorescent protein (GFP) reporter and then pooled together for subsequent experiments. For transient ATG7 knockdown analysis, human ATG7 and control scramble siRNAs were transfected into cells by Lipofectamine RNAiMAX Transfection Reagent. After 24 to 48 h, the transfected cells were used for further experiments.

### 2.3. Determination of Cell Proliferation and Cell Viability

To determine cell proliferation, the cells (10^5^) were spread in 60-mm dishes and cultured for approximately 1 to 4 days (three dishes per time point). Then, cells were harvested by trypsinization, and the cell number was counted with a hemocytometer (Marienfeld, Lauda-Königshofen, Germany). For MTT cell viability, cells were spread in 96-well plates and exposed to drugs for 72 h (five wells per treatment). At the end of drug incubation, MTT (0.5 mg/mL) was directly added to cells and cultured for an additional 4 h. Then, the medium was removed, and DMSO was added to dissolve the blue MTT formazan precipitates. Cell viability was determined based on the absorbance at 570 nm.

### 2.4. Quantitative Real-time Polymerase Chain Reaction (qPCR)

Total RNA was isolated with a GENEzol TriRNA Pure Kit. To determine the miR-21 expression, first-strand complementary (c) DNA was synthesized using a miScript II RT Kit, and then qPCR was performed using a miScript SYBR Green PCR Kit and Hs_miR-21_2 miScript Primer assays. To determine mRNA expression, first-strand cDNA was synthesized using an iScript cDNA Synthesis Kit, and then the qPCR was performed using 2x SYBR Green PCR Master Mix. The primers specific to human PDCD4 and β-actin were as follows: 5′-TGGATTAACTGTGCCAACCA-3′ and 5′-TCTCAAATGCCCTTTCATCC-3′ (PDCD4); 5′-GTTGCTATCCAGGCTGTGCT-3′ and 5′-AGGGCAT ACCCCTCGTAGAT-3′ (β-actin). Each assay was performed in triplicate on a LightCycler Nano Real-Time PCR System (Roche). The related gene expression was calculated by the comparative CT method.

### 2.5. Western Blot Analysis

Cells were lysed on ice for 30 min in ice-cold lysis buffer (50 mM Tris-HCl (pH 7.5), 2 mM EDTA, 150 mM NaCl, 1 mM MgCl_2_, 1% NP-40, 1 mM DTT, 10% glycerol, 1× protease, and phosphatase inhibitor cocktails). Protein lysates were separated on an SDS-polyacrylamide gel (SDS-PAGE) and then transferred onto a nitrocellulose membrane. After pre-hybridization in 5% skim milk/TBST (20 mM Tris-HCl (pH 7.5), 150 mM NaCl, and 0.05% Tween-20) for 1 h, the membrane was hybridized with a primary antibody overnight at 4 °C in 1% bovine serum albumin (BSA)/TBST. After washing with TBST buffer, the membrane was hybridized with an HRP-conjugated secondary antibody for 1 h in 1% BSA/TBST. Then, the membrane was washed with TBST and rinsed with TBS. The chemiluminescence was developed with an ECL system and exposed to X-ray film.

### 2.6. Band-depletion Assay

Cells in 60-mm dishes were treated with VP-16 for 1 h, and immediately lysed with 150 μL of 1× SDS sample buffer. After vortexing and boiling at 100 °C for 5 min, protein was separated by 7.5% SDS-PAGE, and then Western blot analysis was performed.

### 2.7. Microarray, Connectivity Map (CMap), and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Enrichment Analyses

Total RNA was purified with the GENEzol TriRNA Pure Kit. mRNA profiles were examined using the Human OneArray Plus (Phalanx Biotech, Hsinchu, Taiwan). The raw data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) database (GSE136665). Differentially expressed genes (DEGs) were prepared according to the criteria: log2 ratio ≥1 or ≤−1; *p* value < 0.05. The full DEG list was shown in File S1. For the next-generation CMap analysis, the 193 most upregulated and 167 downregulated genes (Table S1) were input to the CLUE (https://clue.io/) [8] database to obtain 150 upregulated and 150 downregulated valid genes for querying (SEP 06, 2019, date last accessed). For the KEGG pathway enrichment analysis, the best (smallest *p* value) 3000 DEGs were prepared to run a Gene Set Enrichment Analysis (GSEA) against the canonical pathway database.

### 2.8. CellMinerCDB Analysis

The CellMinerCDB (https://discover.nci.nih.gov/cellminercdb/) is an interactive web-based portal for querying the relationship between genomic and pharmacological data from large-scale cancer cell lines [9]. For the correlation between TOP2B mRNA expression and VP-16 drug activity, both the “X- and Y-Axis Cell Line Sets” were set to “CTRP”. Cancer Therapeutics Response Portal (CTRP; https://portals.broadinstitute.org/ctrp.v2.1/) is a database linking genetic, lineage, and other cellular features of cancer cell lines to small-molecule sensitivity [10,11,12]. The “X-Axis Data Type” and “Y-Axis Data Type” were set to “exp: mRNA Expression (log2)” and “act: Drug Activity (AUC)”, respectively. The identifiers for X- and Y-axis were set to “TOP2B” and “etoposide”, respectively. For the correlation between miR-21 expression and VP-16 drug activity, the cell line set and data type of the X-axis were set to “CCLE” and “mir: MicroRNA”, respectively. The identifier for miR-21 was set to “hsa-miR-21”.

### 2.9. Kaplan–Meier Survival Analysis

The prognostic impact of miR-21 in CRC was analyzed using the PROGmiR database (http://www.compbio.iupui.edu/progmir) [13]. The input “has-mir-21” was queried, and Kaplan–Meier survival plots were generated based on the expression data of colon adenocarcinoma (COAD) from The Cancer Genome Atlas (TCGA; https://tcga-data.nci.nih.gov/tcga). Patients with high (*n* = 181) and low (*n* = 180) miR-21 expression were bifurcated at the median value. The prognostic impact of the miR-21-downregulated proteasome gene signature (PSME3, PSMA1, PSMA2, PSMA3, PSMB2, PSMB3, PSMB4, PSMB5, PSMB8, PSMB10, PSMC2, PSMC3, PSMC4, PSMC5, PSMC6, PSMD3, PSMD4, PSMD11, PSME1, PSMF1, and PSMD6) in CRC was evaluated using the PROGgeneV2 database (http://www.compbio.iupui.edu/proggene/) [14]. Two CRC patient datasets (GSE28722 and GSE28814) [15] were employed to generate the Kaplan–Meier survival plots. Patients with high (*n* = 61 or 63) and low (*n* = 61 or 62) miR-21 expression in GSE28722 and GSE28144, respectively, were bifurcated at the median value.

## 3. Results

### 3.1. miR-21 Overexpression is Correlated with Drug Resistance to Topoisomerase Inhibitors

To understand the prognostic implications of miR-21 in the CRC, the PROGmiR tool (http://www.compbio.iupui.edu/progmir) [13] was employed to query the term “has-mir-21” based on the expression data of colon adenocarcinoma (COAD) from The Cancer Genome Atlas (TCGA; https://tcga-data.nci.nih.gov/tcga). Kaplan–Meier survival plots for overall and metastatic-free survival in patients with high and low miR-21 expression were generated. The overall survival did not significantly differ between miR-21-high-expressing and miR-21-low-expressing patients (Figure 1A). However, patients with higher miR-21 expression had poor metastasis-free survival (*p* < 0.05), suggesting the involvement of miR-21 in CRC metastasis (Figure 1B). To investigate how miR-21 contributes to the metastasis of the CRC, a stable miR-21-overexpressing DLD-1 human CRC cell line (DLD-1-miR-21) and a corresponding vector-overexpressing cell line (DLD-1-vector) were established. The overexpression of miR-21 was authenticated by a quantitative real-time polymerase chain reaction (qPCR) (Figure 2A). The expression of PDCD4 messenger (m)RNA and protein, a well-known miR-21 target [16], was downregulated in DLD-1-miR-21 cells (Figure 2A,B). Similar growth rates were observed in DLD-1-vector and DLD-1-miR-21 cells (Figure 2C). However, bright-field microscopy observation found that DLD-1-miR-21 cells tend to gather together in monolayer culture (Figure 2D).

FOLFIRI is a standard chemotherapy for CRC, which consists of the following drugs: leucovorin (a vitamin B derivative), 5-FU (a thymidylate synthase inhibitor), and irinotecan (a topoisomerase I inhibitor). The development of anticancer drug resistance is a biological characteristic of metastatic CRC [17]. To investigate whether miR-21 overexpression contributes to the drug resistance of CRC, DLD-1-vector and DLD-1-miR-21 cells were challenged with 5-FU, SN-38 (the active metabolite of irinotecan), and topoisomerase II inhibitors, including doxorubicin and etoposide (VP-16); then, an MTT cell viability assay was performed. The results (Figure 2E) showed that both DLD-1-vector and DLD-1-miR-21 cells exhibited similar sensitivities to 5-FU treatment. However, DLD-1-miR-21 cells were significantly more susceptible to treatment with SN-38, doxorubicin, and VP-16. Therefore, DLD-1-miR-21 cells were specifically resistant to topoisomerase inhibitors.

To confirm the role of miR-21 in topoisomerase drug resistance, the drug sensitivity of Cancer Cell Line Encyclopedia (CCLE) [18,19] cell lines to VP-16 and doxorubicin were analyzed using the CellMinerCDB (https://discover.nci.nih.gov/cellminercdb/), which is a web-based resource for integrating pharmacological and genomic analyses of cancer cell lines [9]. As shown in Figure S1, the drug activity of VP-16 and doxorubicin was proportional to the gene expression of their target TOP2B, but inversely proportional to miR-21 gene expression. Therefore, cancer cells with higher miR-21 respond poorer to topoisomerase inhibitors.

### 3.2. miR-21 Overexpression Attenuates VP-16-Induced Apoptosis without Affecting Expressions or Activities of Topoisomerases

To investigate the mechanism of drug resistance to topoisomerase inhibitors by miR-21, whether drug treatment inhibited miR-21 expression was first examined. Since VP-16 exhibited the most differential effect on the cell viability of DLD-1-vector and DLD-1-miR21 cells (Figure 2E), we selected VP-16 as a representative for further investigation. As shown in Figure S2, VP-16 reduced the miR-21 expression level to 35% and 37% in DLD-1-vector and DLD-1-miR-21 cells, respectively. Thus, the inhibition of miR-21 may not be responsible for the differential effects of VP-16 in these two cell lines. Cell apoptosis was further examined by cleaving poly(ADP-ribose) polymerase 1 (PARP1) and caspase-3. PARP1 is a 116-kDa enzyme that is cleaved into 89-kDa and 24-kDa fragments during apoptosis [20]. As shown in Figure 2F, higher levels of cleaved PARP1 and caspase-3 were observed in VP-16-treated DLD-1-vector cells compared to DLD-1-miR-21 cells. Therefore, miR-21 overexpression induced drug resistance to VP-16 through reducing drug-induced apoptosis.

Since both the elevated and reduced expression of topoisomerases are reported to be associated with resistance to topoisomerase inhibitors [21,22], it is possible that miR-21 overexpression results in the downregulation of topoisomerases, leading to drug resistance. To test this possibility, expressions of topoisomerase I (TOP1) and II (TOP2A and TOP2B) were examined by Western blot analysis. However, the expression of TOP1, TOP2A, and TOP2B proteins were similar between DLD-1-vector and DLD-1-miR-21 cells (Figure 2G). Furthermore, a band-depletion assay was used to measure topoisomerase activity by detecting catalytic topoisomerase-DNA cleavage complexes trapped by topoisomerase inhibitors. During sodium dodecylsulfate (SDS)-polyacrylamide gel electrophoresis (PAGE), topoisomerase–DNA complexes have lower mobility than free enzymes [23]. As shown in Figure 2H, VP-16 depleted TOP2B in both DLD-1-vector and DLD-1-miR-21 cells, suggesting that miR-21 overexpression did not alter topoisomerase activity. Therefore, miR-21 overexpression leads to drug resistance and VP-16 without affecting the expressions or activities of topoisomerases.

### 3.3. Accelerated Autophagic flux is Associated with miR-21-Induced Drug Resistance

Autophagy (autophagic cell death) has been categorized as type II programmed cell death [24]. However, autophagy can also act as a stress-adaptation process that avoids cell death [25]. To investigate whether VP-16 also induces autophagy, the expression of two autophagy markers (LC3-II and p62) [26] was examined. LC3-I is modified by adding a phosphatidylethanolamine (PE) and converted into LC3-II, and p62 is degraded during the autophagic process [26]. As shown in Figure 3A, VP-16 did not significantly induce autophagy in either DLD-1-vector or DLD-1-miR-21 cells. Interestingly, treatment with VP-16 for 48 h blocked the conversion of LC3-I to LC3-II in DLD-1-vector cells, although the corresponding level of p62 was reduced. However, the basal level of LC3-II was higher in DLD-1-miR-21 cells, suggesting that miR-21 overexpression accelerated autophagic flux. Indeed, VP-16 induced more LC3-II accumulation at 24 h and enhanced p62 and LC3-II degradation at 48 h. Therefore, autophagy exhibits a protective role in response to VP-16 treatment, which was amplified by miR-21 overexpression.

To investigate the role of autophagy in the anticancer effect of VP-16, an autophagy inducer, rapamycin—which is a mammalian target of rapamycin (mTOR) inhibitor—was used to enhance autophagic flux. As shown in Figure 3B, rapamycin inhibited the VP-16-induced cleavage of PARP1 and caspase-3 in both cell types, suggesting that autophagy plays a cytoprotective role. To confirm this phenomenon, cell viability was evaluated by an MTT assay. Consistently, rapamycin protected both DLD-1-vector and DLD-1-miR-21 cells from VP-16’s cytotoxicity (Figure 3C). In contrast, the blockade of autophagosome–lysosome fusion by bafilomycin A1 (a vacuolar-type H^+^-ATPase inhibitor) induced more cell-killing in DLD-1-miR-21 cells (Figure 3D). To further ascertain the role of autophagy, ATG7 expression was knocked down by siRNA to inhibit autophagy, and the enhancement of VP-16-induced apoptosis in both DLD-1-vector and DLD-1-miR-21 cells was found (Figure 3E). Therefore, miR-21 overexpression contributes to drug resistance through accelerating autophagic flux, which did not result from the different expression levels of autophagy-related proteins between two cells (Figure 3F).

### 3.4. In Silico Analyses Reveal the Mechanistic Role of miR-21 Overexpression in the Development of Drug Resistance

Since one miRNA may regulate multiple target genes and other genes indirectly through modulating the corresponding transcription factors, we employed bioinformatics approaches to gain in silico mechanistic insights into the role of miR-21 in drug resistance. The Connectivity Map (CMap) is a web-based database consisting of gene expression signatures from small molecule-treated human cancer cells. By mining and comparing the queried and existing gene signatures, one can find connections among genetic knockdown/overexpression or small molecules with similar action mechanisms [8,27,28]. 

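RNA was compared between DLD-1 colorectal cancer cells carrying an empty vector (DLD-1-vector) and DLD-1 cells stably overexpressing miR-21 (DLD-1-miR-21) on single-color Human OneArray Plus arrays, with 2 arrays per line. Each array held 31741 probe intensities on a linear scale, from which a background had already been subtracted, since some values lay below 0. The median intensity was 571 on both DLD-1-vector arrays, and 255 and 339 on the DLD-1-miR-21 arrays. The deposited intensities had not been normalized between arrays. With 50 added to each of these values, the log2 ratio of DLD-1-miR-21 over DLD-1-vector had a median of -0.63 over all probes. With probes split into 10 groups by mean signal, it ranged from -0.32 in the dimmest group to -1.12 in group 9. The added 50 draws ratios of dim probes toward 0, so part of this range can come from it. As the arrays had not been normalized, the intensities were quantile-normalized and 50 was added to each. The log2 values were tested with limma, with Benjamini-Hochberg adjustment over all probes. After this step the median log2 ratio was 0.07. Quantile normalization gives both lines the same distribution of intensities, so a fall shared by most transcripts would not be seen, and the added 50 understates changes of dim probes. Of the probes, 24740 carried 1 gene symbol, 977 carried several and 6024 none, and the first group named 18365 genes. A gene was represented by its probe with the highest mean over the 4 arrays. Where a gene had several probes, this rule favored those that had not fallen. The log2 values correlated across probes with r = 0.984 between the DLD-1-vector arrays, 0.990 between the DLD-1-miR-21 arrays and 0.909 to 0.940 between the lines, although probes are not independent replicates. The sources do not say whether the arrays of a line came from separate cultures, so p-values measure the spread between these arrays, which may be technical.

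**Figure D1:**
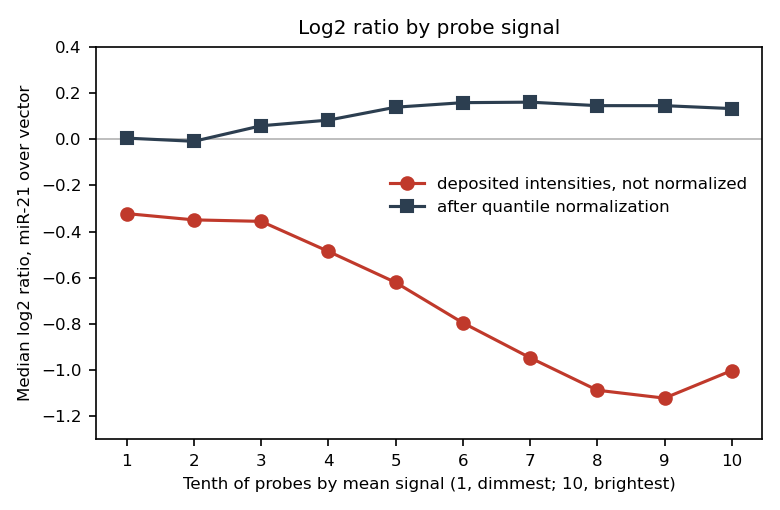
Median log2 ratio of DLD-1-miR-21 over DLD-1-vector (y axis) for probes in 10 groups by mean signal (x axis), before normalization (circles) and after quantile normalization (squares). In both, 50 was added before the log2 was taken. Before normalization every group lies below 0, and groups 8 and 9 lie lowest.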

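Among the genes with the largest increases in DLD-1-miR-21 cells, SYNC, which encodes an intermediate filament protein, had a log2 ratio of 3.97 (standard error 0.17, adjusted p = 0.00196 from limma). FUT3, a fucosyltransferase that makes Lewis antigens, had a log2 ratio of 3.41 (standard error 0.12), and S100P, a calcium-binding protein, one of 3.21 (standard error 0.12). KCNQ1, a potassium channel, rose by 3.08 and ODAM by 3.56. TMPRSS4, a membrane-bound serine protease, and VASH2 rose by 3.52 and 3.47 on their brightest probes, while their second probes gave 0.26 and 0.94. APOA1 and FAM163B rose by 2.99 and 2.95, with second probes at 1.44 and 1.04. LRTOMT rose by 3.10 (standard error 0.74), but its second probe gave -0.45. CCNB1IP1, which encodes a cyclin B1-interacting protein, fell from intensities of 9949 and 11364 to background (-1 and 5), so that the added 50 sets the size of its log2 ratio of -7.06. PPP4C, the catalytic subunit of protein phosphatase 4, had a log2 ratio of -4.77, and RRP7A, DTD1 and CAPNS1 had -4.61, -4.54 and -4.47. The mitotic checkpoint gene MAD2L2 had -4.34, the nuclear pore gene NUP37 -4.19, DNAJC9 -4.21, COPE -4.05 and ASNA1 -4.02. In all, 4512 genes were higher and 4114 lower in DLD-1-miR-21 cells at an adjusted p under 0.05. These counts rest on 1 probe per gene. Across 5441 genes with more than 1 probe, the brightest and second brightest probes correlated with r = 0.219. Of 1247 genes with both past the threshold, 491 went in opposite directions. At the thresholds of the study, 3320 probes were higher and 3909 lower. Without normalization between arrays, an alternative chosen after seeing the data, 203 genes were higher and 8910 lower, so the balance of directions rests on that step. Leaving out DLD-1-miR-21 replicate 2 left 0 genes on either side at that threshold, with 3942 higher and 3958 lower at an unadjusted p under 0.05 from limma. Leaving out DLD-1-miR-21 replicate 1 left 1087 higher and 2308 lower, and leaving out DLD-1-vector replicate 2 left 2799 higher.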

A microarray analysis of DLD-1-miR-21 and DLD-1-vector cells was performed, and differentially expressed genes (DEGs; Table S1) were prepared to query the next-generation CMap database, CLUE (https://clue.io/) [8]. As shown in Figure 4A, drugs or the knockdown/overexpression of genes were classified as perturbational classes according to their functions. The top 10 most similar perturbational classes to miR-21 overexpression are shown. 

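The genes of Table S1 were examined on the arrays, although the copy used here holds more symbols than the study states for its signature, so they are not exactly the genes submitted. Of the genes that Table S1 lists as upregulated, 260 had a probe of their own, and 228 of these were higher in DLD-1-miR-21 cells, 4 were lower and 28 did not pass the test. Their median log2 ratio was 1.87, with quartiles of 1.47 and 2.17. Among those listed as downregulated, 188 had such a probe, and 150 were lower, 8 were higher and 30 did not pass. Their median was -2.87, with quartiles of -3.24 and -0.82. CD28, a T cell costimulatory receptor listed as upregulated, had a log2 ratio of 2.27 (standard error 0.15, adjusted p = 0.00235 from limma). KLRK1, a receptor of natural killer cells on the same list, had one of 2.42 (standard error 0.21). Both were dim in DLD-1-vector cells, with intensities of 158 and 161 for CD28 and 531 and 327 for KLRK1, under the array median of 571. In DLD-1-miR-21 cells they had 420 and 639, and 981 and 1348. On the probe of each gene furthest in the listed direction, a choice that favors that direction, 258 of 260 and 186 of 188 lay at least 1 log2 unit from 0, with medians of 1.93 and -3.15. The study chose both lists on these arrays, so the counts are not independent evidence of their direction. The connectivity scores themselves were not recomputed.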

Interestingly, the gene expression profile of miR-21-overexpressing DLD-1 cells was similar to that of topoisomerase inhibitors, with a median score of 90.72. In particular, the average score of the HT-29 human CRC cell line treated with topoisomerase inhibitors was 97.26. Therefore, we propose that miR-21 overexpression mimics the gene signature of topoisomerase inhibitors and escapes from a drug-induced cytotoxicity, leading to drug resistance in the CRC.

The CMap analysis also indicated that miR-21 overexpression mimicked “proteasome pathway loss-of-function (LOF)” and “proteasome inhibitor” (Figure 4A). The ubiquitin–proteasome and autophagy–lysosome pathways, two major intracellular protein-degradation systems, usually act in a coordinated and complementary manner [29]. For example, the inhibition of proteasome activity was shown to induce autophagy [30]. Therefore, we propose that accelerating autophagic flux might be due to the inhibition of the ubiquitin–proteasome protein degradation system by miR-21. In support of this notion, a Kyoto Encyclopedia of Genes and Genomes (KEGG) [31,32,33] pathway enrichment analysis found that the proteasome pathway was enriched in miR-21-overexpressing DLD-1 cells (Figure 4B). 

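Gene lists for the pathways named in Fig. 4B were fixed before the data were examined, without using the membership of the KEGG pathways. The study named these pathways from the same arrays, and values of File S1 and Table S2 had been seen. Tests of these lists, those of the proteasome included, are therefore not independent evidence. Of 42 proteasome genes, 15 were among the 3000 genes with the smallest p-values, where 6.86 would fall by chance (one-sided Fisher's exact test, odds ratio 2.85, adjusted p = 0.0294). That expectation takes no account of signal, whose median was 14.61 log2 units for the proteasome list. Olfactory and taste receptors had a median signal of 8.24, and 21 of 312 were among the 3000, where 50.97 would fall by chance. Lists of immunoproteasome genes (5 of 8) and apoptosis genes (13 of 36), each at the same adjusted p, and of ubiquitin conjugation (13 of 38, adjusted p = 0.0307), ErbB signaling (14 of 44, adjusted p = 0.0387) and lysosome genes (13 of 41, adjusted p = 0.0444) also passed. The immunoproteasome list shares PSMB8, PSMB9, PSMB10, PSME1 and PSME2 with the proteasome list, so these are not separate results. The p53 pathway (9 of 37, adjusted p = 0.242), the spliceosome (13 of 65, adjusted p = 0.375), branched-chain amino acid degradation (10 of 36, adjusted p = 0.122), RNA degradation (11 of 39, adjusted p = 0.101), the cell cycle (16 of 62, adjusted p = 0.101) and axon guidance (12 of 60, adjusted p = 0.375) did not. In RNA degradation, 20 of 39 genes fell and 9 rose, with the same counts when adjusted over the list alone. The exosome subunit EXOSC2 had a log2 ratio of -2.82 (second probe -0.93), the poly(A)-binding protein PABPC4 of -3.05 and DDX6, a helicase of mRNA decapping, of -2.52, although a second probe of DDX6 gave 0.10. As a list, RNA degradation had a median log2 ratio of -0.46 (camera, adjusted p = 0.0427). Camera with an estimated correlation rests on 2 residual degrees of freedom here and could hardly pass any list. In that way none of the 28 lists passed, and RNA degradation had an adjusted p of 0.812. It also did not pass without the dimmest 25% (0.0506) or 50% of probes (-0.21, adjusted p = 0.199), with floors of 32 to 100 (0.0579 to 0.0751), on the brightest probe in DLD-1-vector (0.051), or without DLD-1-miR-21 replicate 1 (0.052) or 2 (0.0995). Of 65 spliceosome genes, 28 fell and 14 rose (29 and 16 when adjusted over the list alone), including BCAS2 at -1.97 and PLRG1 at -1.98. Of 62 cell cycle genes, 22 fell and 16 rose (22 and 18 over the list alone), with CCNE1 at -2.47 and PCNA at -2.49 against CDC25C at 1.45 and CCND2 at 1.14. Of 25 housekeeping genes, 12 fell and 1 rose, also over the list alone, with a median of -0.45 (camera, adjusted p = 0.00171, and 0.812 as the adjusted p with an estimated correlation), and 10 of them were among the best 3000 (adjusted p = 0.0294). The proteasome enrichment had an adjusted p of 0.0756 without the dimmest 25% of probes, of 0.0721 without the dimmest 50%, of 0.0509 with a floor of 16 and of 0.193 without DLD-1-vector replicate 1.

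**Figure D2:**
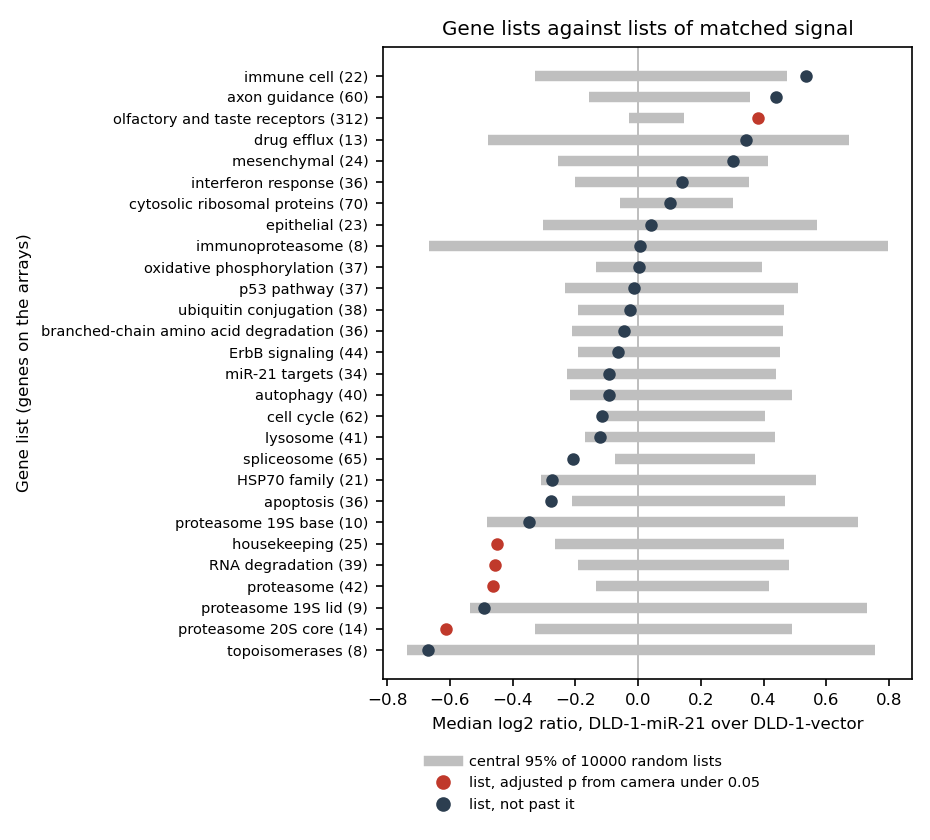
Median log2 ratio of DLD-1-miR-21 over DLD-1-vector (x axis) of each gene list (y axis, genes on the arrays in parentheses). Points are the lists, red where the adjusted p from camera is under 0.05, and gray bars span the central 95% of 10000 random lists of the same size matched on mean signal. The proteasome, 20S core, RNA degradation, housekeeping, apoptosis and spliceosome lists lie below their bars, and the olfactory and taste receptors, axon guidance and immune cell lists above theirs.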

Genes encoding core and regulatory particles of the proteasome system were downregulated by miR-21 overexpression (Figure 5, Table S2). 

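Genes of the proteasome, the complex that degrades ubiquitinated proteins, were mostly lower in DLD-1-miR-21 cells. Of 42 genes, 22 fell, 5 rose and 15 did not pass the test (23 lower and 5 higher when adjusted over the list alone). In the 20S core particle, which holds the proteolytic sites, 8 of 14 genes fell and 0 rose (9 lower over the list alone), and the 14 genes had a median log2 ratio of -0.61. PSMB5, the subunit with chymotrypsin-like activity, fell from a mean of 16.81 to 15.31 log2 units (log2 ratio -1.50, standard error 0.12, adjusted p = 0.00269 from limma), and PSMA3, PSMB3 and PSMB4 had log2 ratios of -1.45, -1.25 and -1.29. In the base of the 19S regulatory particle, 4 of 10 genes fell and 1 rose, and in its lid 5 of 9 fell and 3 rose, with the same counts over each list alone. PSMD4, a ubiquitin receptor of the base, had a log2 ratio of -2.78 (standard error 0.22), the ATPases PSMC4, PSMC5 and PSMC6 of -1.61, -1.37 and -1.59, and the lid subunits PSMD11, PSMD3 and PSMD6 of -2.31, -2.20 and -1.03. PSME3 of an activator complex had one of -0.91. SHFM1 at 1.29, PSMB9 at 1.23, PSMD12 at 0.81, PSMD1 at 0.71 and PSMD13 at 0.50 rose. Of 8 immunoproteasome and antigen-processing genes, 4 fell and 4 rose, also over the list alone, with PSMB10 at -3.08 against TAP1 at 1.17 and TAP2 at 0.95. The 42 genes together had a median log2 ratio of -0.46, with 2 of 10000 random lists of matched signal at or below it (camera, adjusted p = 0.00171). With an estimated correlation, the adjusted p from camera was 0.812 for the whole list and for the 20S core. None of the 28 lists passed in that way. The correlation is estimated from 2 residual degrees of freedom, so this test could hardly pass any list and decides nothing about the proteasome. On second brightest probes the 20S core did not pass (-0.43, adjusted p = 0.257). Housekeeping genes shifted alike, as 12 of 25 fell and 1 rose, with a median of -0.45 (camera, adjusted p = 0.00171). A fall of this size was therefore not particular to the proteasome. As across the arrays as a whole, probes of 1 gene did not always move together. Of 14 proteasome genes with several probes, 3 (PSMA1, PSMA5 and PSMC2) had probes past the threshold in both directions. All probes of PSMB1, PSMB2, PSMB8, PSMC3 and PSME1 had negative log2 ratios, though often of unlike size. PSMA1 had -1.70 and 0.86, PSMA5 had -0.79 and 0.72, PSMC2 had 0.23, -2.88 and 0.42, PSMF1 had 0.43 and -2.30, PSMC3 had -0.33 and -2.59, PSMB8 had -1.07 and -4.23, PSMB2 had -0.81 and -2.20, PSME1 had -1.41 and -1.82, PSMA2 had 0.18, -0.29 and -1.04, and PSME4 had 0.01 and 1.25. PSMA7 had -0.21 and 0.85, the latter passing the test, PSMB6 had 0.00847 and -0.67, PSMB7 had -0.44 and 0.23, and PSMB1 had -0.37 and -0.43. Over all 58 proteasome probes, 30 fell and 10 rose. Without normalization between arrays 37 genes were lower and 0 higher and TAP1 and TAP2 did not pass (-0.0675 and -0.20), without DLD-1-miR-21 replicate 1 these counts were 12 and 2, and without DLD-1-miR-21 replicate 2 no proteasome gene passed, while the median of the list was -0.57 (camera, adjusted p = 0.00506). From the similarity of the signature to that of proteasome inhibition and from the known coordination of proteasome and autophagy, the paper proposes that inhibition of the ubiquitin–proteasome system by miR-21 might account for the faster autophagic flux. In support it gives the pathway enrichment, the lower levels of these genes, and more ubiquitinated protein in DLD-1-miR-21 cells by Western blot.

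**Figure D3:**
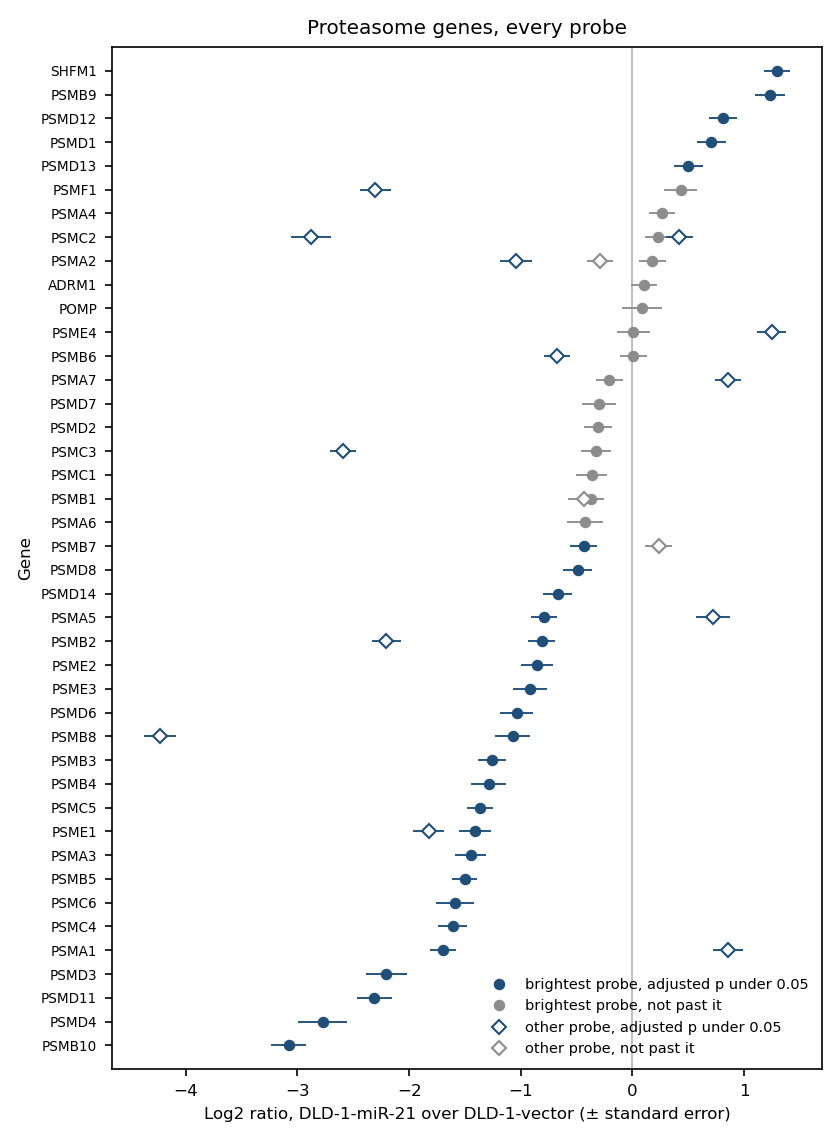
Log2 ratio of DLD-1-miR-21 over DLD-1-vector (x axis, bars show the standard error) of every probe of the 42 proteasome genes (y axis). Circles are the brightest probe of a gene and diamonds its other probes, blue where the adjusted p is under 0.05 and gray otherwise. PSMB10 lies lowest among the circles at -3.08 and SHFM1 highest at 1.29, and the diamond of PSMB8 lies lowest of all probes.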

The inhibition of a proteasome pathway will lead to the accumulation of ubiquitin-conjugated proteins. Indeed, higher levels of ubiquitinated proteins were found in DLD-1-miR-21 cells with or without a proteasome inhibitor, MG132 (Figure 4B, the embedded figure).

To investigate whether the downregulation of genes related to the proteasome system reflected the prognostic impact of miR-21 overexpression in CRC, Kaplan–Meier survival plots were generated using the PROGgeneV2 prognostic database [14]. Two CRC patient datasets (GSE28722 and GSE28814) [15] with values of overall and metastasis-free survival were selected. Upregulated genes (PSME3, PSMA1, PSMA2, PSMA3, PSMB2, PSMB3, PSMB4, PSMB5, PSMB8, PSMB10, PSMC2, PSMC3, PSMC4, PSMC5, PSMC6, PSMD3, PSMD4, PSMD11, PSME1, PSMF1, and PSMD6) of the proteasome system (Table S2) were used as a combined gene signature for the miR-21-mediated downregulation of the proteasome pathway. Similar to the prognostic implication of miR-21 (Figure 1), only metastasis-free survival was predicted by the gene signature in CRC patients (Figure 6). CRC patients with a lower expression of the gene signature had poor metastasis-free survival (Figure 6B), which was opposite to the prognostic impact of miR-21 (Figure 1B).

## 4. Discussion

Approximately 25–50% of CRC patients develop metastatic disease, in which liver metastasis (about 20%) is the most common distant metastatic site [34,35]. Once metastasis has occurred, it is unlikely that the disease can be completely cured due to the development of drug resistance [17]. miR-21 is the most abundant miRNA in CRC, and is associated with tumor proliferation, invasion, and metastasis [36,37,38]. In this study, we found that CRC patients expressing high levels of miR-21-high had poor metastasis-free survival. In addition, miR-21 overexpression in CRC cells resulted in the development of topoisomerase inhibitor resistance. Therefore, a better characterization of the underlying molecular mechanisms of drug resistance induced by miR-21 overexpression will provide clinical benefits to control or prevent metastatic disease.

As an oncogenic miRNA, miR-21 is well-known to mediate resistance to radiation and chemotherapy in various cancer types [39,40,41]. However, its role in CRC drug resistance is less clear. 5-FU-based chemotherapy in combination with oxaliplatin (such as FOLFOX) or irinotecan (such as FOLFIRI) is the standard regimen for CRC [2]. The upregulation of miR-21 has been found in drug-resistant CRC cell lines, including the FOLFOX (5-FU/leucovorin/oxaliplatin)-resistant HCT-116 and HT-29 cells [42], 5-FU-resistant DLD-1 and KM12C cells [43], oxaliplatin-resistant HCT-15 and SW480 cells [44], and doxorubicin-resistant HT-29 and LoVo cells [45]. miR-21-mediated FOLFOX resistance is associated with the upregulation of cancer stemness by inhibiting transforming growth factor beta receptor 2 (TGFβR2) and activating the Wnt/β-catenin pathway [42]. How miR-21 mediates the resistance of other drugs, such as oxaliplatin and doxorubicin, has not been characterized. In our study, we found that stable miR-21 overexpression led to the resistance to topoisomerase inhibitors (SN-38, VP-16, and doxorubicin) in DLD-1 cells. Mechanistically, miR-21 overexpression reduced VP-16-induced apoptosis and enhanced VP-16-induced autophagic flux. Whether SN-38 and doxorubicin acted in similar ways warrants further investigation. In contrast, miR-21 overexpression did not influence the sensitivity of DLD-1 cells to 5-FU. It has been found that mismatch repair (MMR)-proficient CRC cells respond better to 5-FU therapy [46,47]. In addition, miR-21 overexpression induces 5-FU resistance by downregulating the core MMR recognition protein complex, human mutS homolog 2 (hMSH2) and 6 (hMSH6) in CRC [48]. DLD-1 cells were defective in the hMSH6 gene [49], which may partly explain the inconsistent role of miR-21 in 5-FU resistance.

Recently, the role of autophagy in topoisomerase inhibitor resistance has received attention in this field [50]. Since autophagy plays dual functions in cancer, the modulation of autophagy, either by reversing cytoprotective autophagy or by promoting cytotoxic autophagy, could overcome cancer resistance to topoisomerase inhibitors [50,51,52]. Our results indicate that miR-21 overexpression stimulated autophagic flux, which antagonized topoisomerase inhibitor-induced apoptosis. The inhibition of autophagic flux by bafilomycin A1 or ATG7 knockdown thereby selectively killed DLD-1-miR-21 cells or potentiated VP-16-induced apoptosis, respectively. In contrast, the enhancement of autophagic flux by rapamycin exacerbated miR-21-mediated drug resistance.

The role of miR-21 in regulating autophagy is still controversial. miR-21 inhibits autophagy through inhibiting its target, PTEN, and the subsequent activation of AKT [53,54]. However, the activation of ERK by miR-21 promotes arsenite-induced autophagy [55]. In addition, miR-21 enhances autophagic flux through promoting lysosomal function [56]. Our results found that miR-21 may disrupt proteasome function through downregulating the related gene expression. As the compensative behavior between the proteasome and autophagy [30], miR-21-mediated impairment of the proteasome may lead to the overactivation of autophagy.

Our results implied that the clinical efficacy of chemotherapy containing topoisomerase inhibitors for CRC patients would be obstructed by miR-21 overexpression. However, it is argued that the dosages of anticancer drugs used for in vitro experiments are usually higher than those that can be achieved in clinical settings, and the effects observed in vitro may result from the clinically irrelevant off-target activities. It has been suggested that the maximum plasma concentration (*C*max) of a drug in clinic could be a parameter being reverse-translated to in vitro experimental designs [57]. The reported *C*max values for SN-38, doxorubicin, and VP-16 are 0.143 μM, 6.73 μM, and 33.4 μM, respectively [57,58,59,60]. Therefore, the dosages of these drugs used in this study are clinically relevant.

## 5. Conclusions

In conclusion, we found that miR-21 overexpression induced the drug resistance of CRC cells to topoisomerase inhibitors through inhibiting apoptosis and enhancing autophagic flux. Bioinformatics analyses further provided in silico mechanistic insights into miR-21-mediated drug resistance. First, miR-21 overexpression mimics the gene signature of topoisomerase inhibitors, which may lead to the reduced responsiveness of CRC cells to drug treatment. Second, miR-21 overexpression inhibits the proteasome pathway through downregulating gene expression, which may lead to the enhancement of autophagic flux. Since the relationship between miR-21 and the proteasome pathway has never been investigated, further exploration is needed.

## Figures and Tables

**Figure 1:**
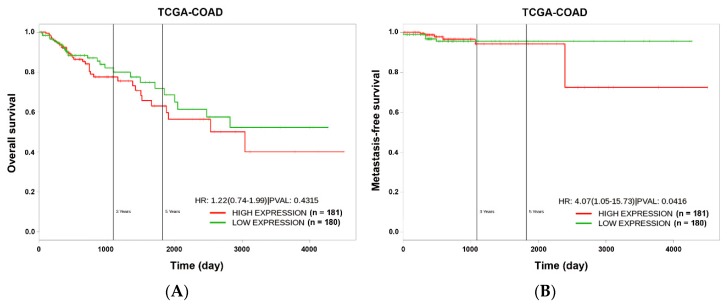
The prognostic impact of microRNA-21-5p (miR-21) on overall (**A**) and metastasis-free (**B**) survival in colorectal cancer (CRC). The prognostic impact of miR-21 in CRC was analyzed using the PROGmiR database (http://www.compbio.iupui.edu/progmir). The input “has-mir-21” was queried, and Kaplan–Meier survival plots were generated based on the expression data of colon adenocarcinoma (COAD) from The Cancer Genome Atlas (TCGA; https://tcga-data.nci.nih.gov/tcga). Patients with high (*n* = 181) and low (*n* = 180) miR-21 expression were bifurcated at the median value. HR, hazard ratio; PVAL, *p* value.

**Figure 2:**
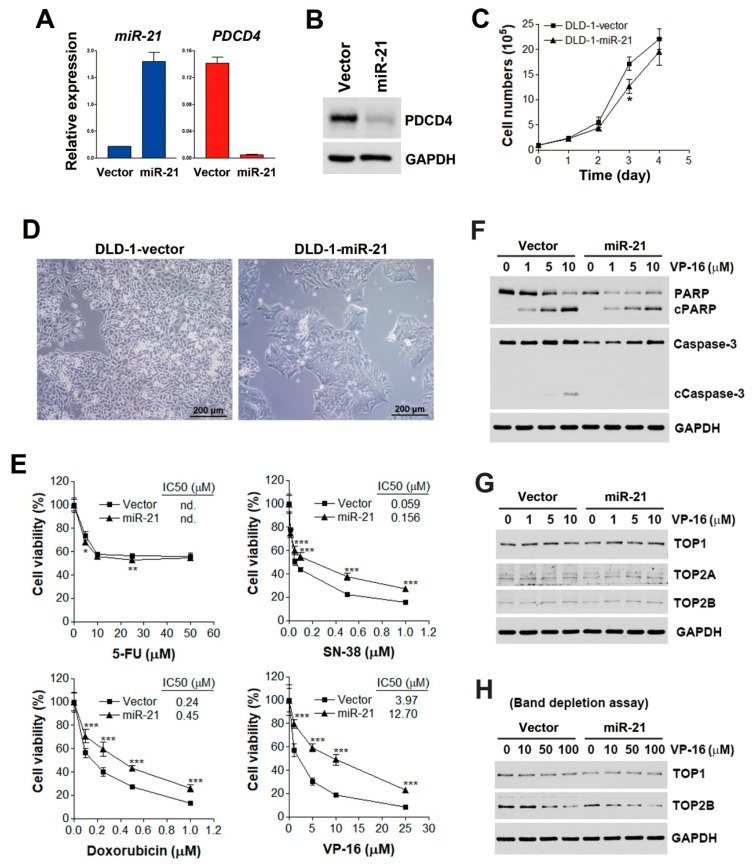
Effect of miR-21 overexpression on chemosensitivity. (**A**) mRNA expression of miR-21 and programmed cell death 4 (PDCD4) in corresponding vector-overexpressing DLD-1 (DLD-1-vector) and miR-21-overexpressing DLD-1 (DLD-1-miR-21) cells were analyzed by qPCR. (**B**) Protein expressions of PDCD4 in DLD-1-vector and DLD-1-miR-21 cells were analyzed by Western blot analysis. (**C**) Growth rates of DLD-1-vector and DLD-1-miR-21 cells were measured by cell counts at approximately 1 to 4 days. *p* < 0.05 (*) indicates significant differences between DLD-1-miR-21 and DLD-1-vector cells. (**D**) Cell morphology was observed under bright-field microscopy. (**E**) DLD-1-vector and DLD-1-miR-21 cells were treated with various doses of 5-fluorouracil (5-FU), SN-38, doxorubicin, and VP-16 for 72 h. Cell viability was analyzed by an 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl tetrazolium bromide (MTT) assay. *p* < 0.05 (*), *p* < 0.01 (**), or *p* < 0.001 (***) indicates significant differences between DLD-1-miR-21 and DLD-1-vector cells. n.d., not determined. (**F**) DLD-1-vector and DLD-1-miR-21 cells were treated with various doses of VP-16 for 48 h. Whole-cell lysates were prepared and subjected to a Western blot analysis. (**G**) DLD-1-vector and DLD-1-miR-21 cells were treated with various doses of VP-16 for 24 h. Whole-cell lysates were prepared and subjected to a Western blot analysis. (**H**) DLD-1-vector and DLD-1-miR-21 cells were treated with various doses of VP-16 for 1 h. A band-depletion assay was performed as described in “Materials and Methods”.

**Figure 3:**
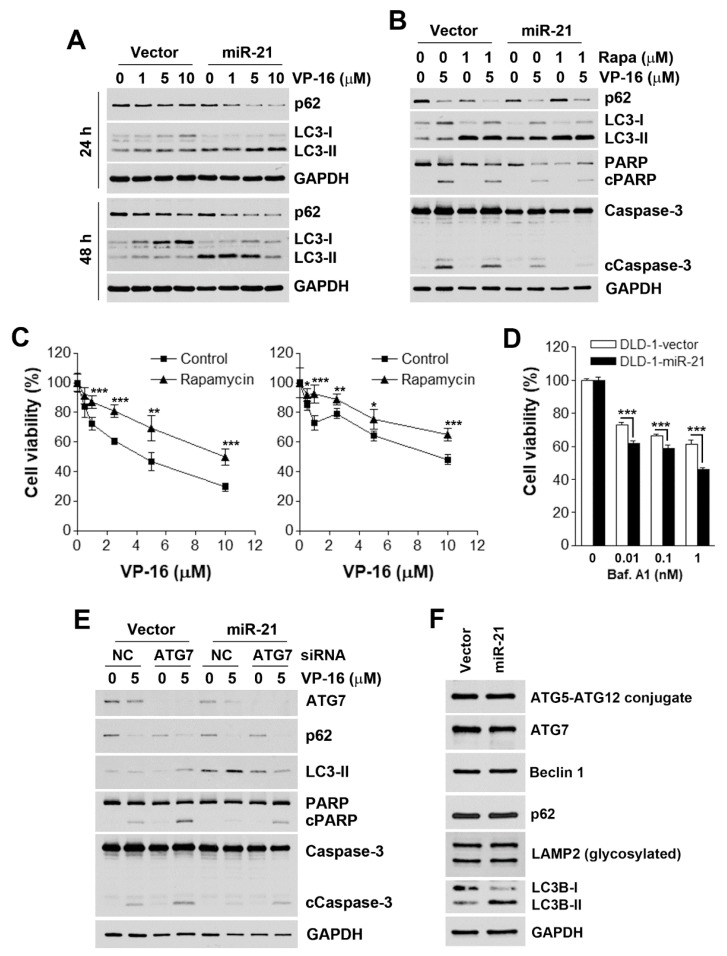
Effect of autophagy on miR-21-induced drug resistance. (**A**) DLD-1-vector and DLD-1-miR-21 cells were treated with various doses of VP-16 for 24 and 48 h. Whole-cell lysates were prepared and subjected to a Western blot analysis. (**B**) DLD-1-vector and DLD-1-miR-21 cells were treated with various doses of VP-16 with or without 1 μM rapamycin (Rapa) for 48 h. Whole-cell lysates were prepared and subjected to a Western blot analysis. (**C**) DLD-1-vector and DLD-1-miR-21 cells were treated with various doses of VP-16 with or without 0.5 μM rapamycin for 72 h. Cell viability was examined by an MTT assay. *p* < 0.05 (*), *p* < 0.01 (**), or *p* < 0.001 (***) indicates significant differences between rapamycin-treated and control cells. (**D**) DLD-1-vector and DLD-1-miR-21 cells were treated with various doses of bafilomycin A1 for 72 h. Cell viability was analyzed by an MTT assay. *p* < 0.001 (***) indicates significant differences between DLD-1-vector and DLD-1-miR-21 cells. (**E**) DLD-1-vector and DLD-1-miR-21 cells were transfected with ATG7 or non-targeting siRNAs for 48 h before exposure to 5 μM VP-16 for 48 h. Then, whole-cell lysates were prepared and subjected to a Western blot analysis. (**F**) The untreated whole-cell lysates from DLD-1-vector and DLD-1-miR-21 cells were analyzed by Western blot analysis.

**Figure 4:**
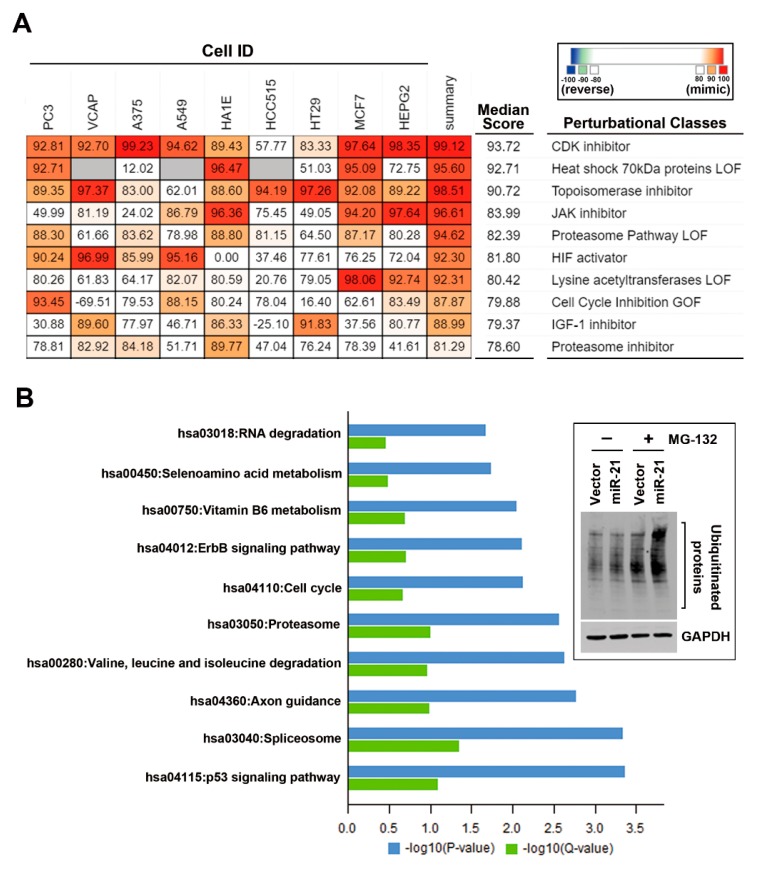
Microarray analysis of DLD-1-miR-21 cells. The total RNA isolated from DLD-1-vector and DLD-1-miR-21 cells was subjected to a microarray analysis as described in “Materials and Methods”. Differentially expressed genes (DEGs) were prepared for the next-generation Connectivity Map (CMap) analysis (**A**) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis (**B**). In (**A**), the top 10 most similar perturbational classes to miR-21 overexpression are shown. The gray grids indicate “not measured”. In (**B**), the top 10 enriched pathways are plotted on the Y-axis versus a measure of significance (negative logarithm of the *p* value or Q-value) on the X-axis. The Q-value was calculated by Benjamini. Embedded figure in (**B**): DLD-1-vector and DLD-1-miR-21 cells were treated with or without 10 μM MG132 for 4 h. Whole-cell lysates were prepared and subjected to Western blot analysis.

**Figure 5:**
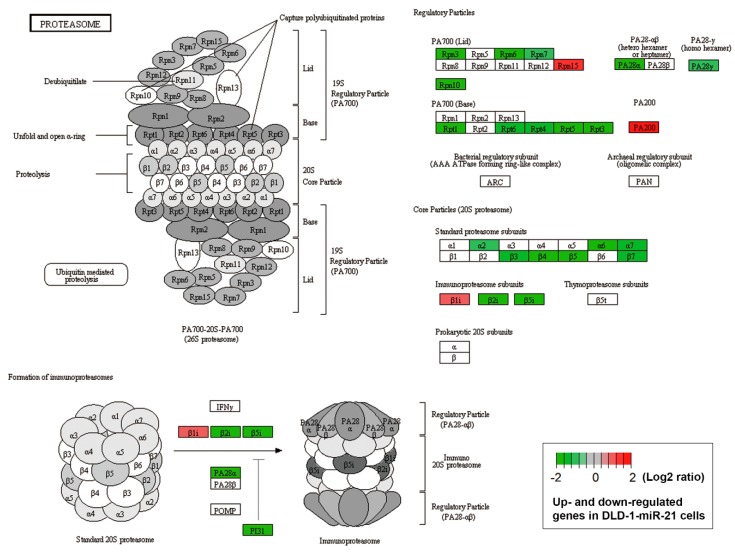
Proteasome pathway mapping of altered genes in DLD-1-miR-21 cells. A Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed as described in “Materials and Methods”. Differentially expressed genes (DEGs) in DLD-1-miR-21 cells were mapped to the KEGG proteasome pathway (hsa03050). The genes highlighted in red and green indicated the upregulated and downregulated genes in DLD-1-miR-21 cells. The original data are shown in Table S2.

**Figure 6:**
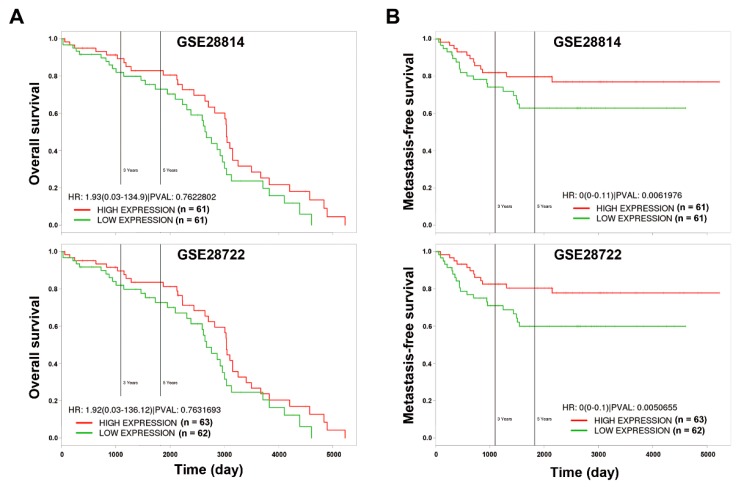
Prognostic impacts of proteasome gene alterations on overall (**A**) and metastasis-free (**B**) survival in colorectal cancer (CRC). The prognostic impact of the miR-21-downregulated proteasome gene signature (PSME3, PSMA1, PSMA2, PSMA3, PSMB2, PSMB3, PSMB4, PSMB5, PSMB8, PSMB10, PSMC2, PSMC3, PSMC4, PSMC5, PSMC6, PSMD3, PSMD4, PSMD11, PSME1, PSMF1, and PSMD6) in CRC was evaluated using the PROGgeneV2 database (http://www.compbio.iupui.edu/proggene/). Two CRC patient datasets (GSE28722 and GSE28814) were employed to generate the Kaplan–Meier survival plots. Patients with high (*n* = 61 or 63) and low (*n* = 61 or 62) miR-21 expression in GSE28722 and GSE28144, respectively, were bifurcated at the median value. HR, hazard ratio; PVAL, *p* value.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2218-273X/9/9/467/s1, Figure S1: The correlation between drug activity and gene expression, Figure S2: The effect of VP-16 on miR-21 expression, Figure S3: Uncropped images of the blots, Table S1: Gene list for the Connectivity Map (CMap) analysis, Table S2: Gene list for KEGG proteasome pathway mapping, File S1: Differentially expressed genes in DLD-1-miR-21 vs. DLD-1-vector cells.

# Supplementary material for: In Vitro and In Silico Mechanistic Insights into miR-21-5p-Mediated Topoisomerase Drug Resistance in Human Colorectal Cancer Cells
**Source:** Biomolecules. 2019 Sep 9;9(9):467. doi: 10.3390/biom9090467
**Supplement:** Supplementary file 1

**Table S1. The gene list for Connectivity Map (CMap) analysis.** The most upregulated 193 and downregulated 167 genes were inputted to CLUE database to obtain 150 upregulated and 150 downregulated valid genes for query.

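Table S1 gives gene symbols without values. A query of this kind compares a list of upregulated and a list of downregulated genes with stored profiles of treated cells, and the score states how closely a stored profile orders the same genes. The copy of the table used here holds 290 symbols as upregulated, 288 of them distinct, and 211 as downregulated, 207 of them distinct. None of the symbols stands on both sides.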

| **Upregulated genes** | **Downregulated genes** |
| --- | --- |
| SYNC, ODAM, VASH2, ENTPD3, TMPRSS4, FUT3, S100P, KCNQ1, CHRNA6, DLL3, KLK10, APOA1, FAM163B, GUCY2GP, GGT6, LECT1, LRTOMT, RC3H1, IPCEF1, CCL20, PRH2, NUPR1, CHODL-AS1, CCR9, TDGF1, CTNNA1, CD28, NPSR1, SLITRK2, NPNT, CCDC8, NRG3, C2orf61, TAOK1, SLPI, KLRK1, TVP23A, KCNQ1, BAZ2A, LOC728637, ZNF781, FPR2, MMP25, TSPYL6, SERPINB4, ATP1A4, ECM2, MMP14, SLC6A19, KCNJ18, NMB, FAM211A, GPR85, ORM1, LPGAT1, HSD17B13, OR1F2P, CRYBB2, LOC101060391, ANGPTL1, TRIM77P, TWIST2, SULT1C2, PROS1, FLG, SLC15A5, QRFPR, LOC284688, TTTY3B, LEPREL4, GADL1, C1orf141, CPT1A, RASGRF1, C5orf20, LILRB2, RINL, KIAA1211L, SPATA6, BEGAIN, OPALIN, GALNTL6, C17orf77, CPM, ADAMTS1, MMP16, DCAF12L2, OR7G1, ANKRD24, DAZ3, C13orf35, SKINTL, RPSAP52, SLFNL1, LY96, ASMT, OSGIN2, MLANA, WDR65, LINC00111, DKFZP686I15217, NXPH2, TAS2R7, PRKCB, C1orf87, TCEB1, LRRC32, SAMD9L, NEUROD4, ARHGEF40, C17orf104, MAP1B, PORCN, FLJ45964, MYBPH, MED13L, TTC16, UCA1, COLEC12, IDO2, PHACTR1, JDP2, CATSPERB, SSX2, CALML6, NEU3, SLC1A4, SPTBN2, OR6V1, CRTAM, ZDBF2, LOC441081, LRRIQ1, SLC16A14, PDE11A, WFDC8, PTPRQ, OVOL1, PRKCQ, SYN1, CPLX4, DIAPH2, TNFRSF18, RUFY2, CDHR2, PLA2G4E, FGF23, FSD1L, CACNA1C, SPDYC, NPAP1, ILDR1, LENG9, LHX6, RNLS, ARL15, IFI27L2, KCND3, GP6, C2orf83, SNX30, SNX18, CD80, WTH3DI, RASIP1, SVOPL, UNC5B, VPS13B, DCLK2, CLCN5, CRYGA, VCY1B, ZSCAN23, GFAP, FGR, TNFAIP6, ZFP69, RPRM, TAS2R13, MBNL3, SHISA9, WIPF1, TREM1, UGT8, TMPRSS11F, OR51B2, BTD, NIPSNAP3B, ZNF568, MSRB3, OR5K3, KCNK10, MLLT11, BBS5, SLC15A5, JPH1, PDE5A, C9orf152, RGSL1, WDR64, ARID5A, BTBD7, SLC26A4, ABHD8, POLM, C16orf97, SLC2A13, ACTN1, BPY2, FAM90A1, TTC28, CCL17, ZNF287, OXGR1, SLC16A1, APBA2, LOC730268, BACH2, HPYR1, ANKRD18DP, OR1D5, PMCHL1, CXCR4, TPM2, LIN28B, LOC440896, HFM1, PCSK9, OR5D16, POU1F1, TLR7, ROBO2, SPIRE2, PHGR1, CCDC39, DAOA-AS1, PROX1, OR1B1, LOC100506546, LINC00837, GABRA3, IRX6, DPPA3, LHX1, DNMT3B, S100A2, TRAF5, LOC100996254, DHX58, SPDYE1, PURG, LOC284837, GLT25D2, ARHGEF19, RPL22L1, LPAR6, DGKB, GYPA, DLK2, CNOT6, GAGE1, FAM154B, SMAP2, CLCA2, LRRN1, TAAR8, GRAP2, LCTL, SAA1, HIST1H2BG, TMEM144, LHFPL3, ANK1, CCR5, LOC100505903, LINC00410, PLXDC2, RAX2, GPR111, EN2, SRRM4, FGF7, METTL10, FAM129A, DCAF16, LOC389332, JAG1, INS, CFHR1, PARVA | DIP2C, FUS, PPP4C, AHSA1, RRP7A, MAD2L2, LSM4, CBWD1, DTD1, ARPC2, CAPNS1, MICA, MRPS2, TMEM177, YKT6, PSMB8, DNAJC9, NUP37, NUDCD2, BRK1, TGFB1, TFB1M, CDC37, GNB2, ASNA1, RTFDC1, TACC3, WDR82, COPE, SAP30, RNF141, PARL, BRIX1, SNRPB, C12orf10, AKR1A1, GSTK1, PPP2CB, HDLBP, BCAP31, LOC101060301, IGBP1, HSPA8, ZFAND2B, ID1, MCL1, FDPS, EIF3M, PLXNA1, AIP, HRAS, WIPF2, NUP153, PIH1D1, TEX10, EXOSC7, HN1L, NBEAL2, CLTA, IDH3B, ITPK1, EBPL, EIF4G1, IFT20, SLC32A1, LMAN2, POLR3H, OR10G2, C20orf27, GAPDH, PSMD10, ATXN7L3B, FXN, S100A16, FIP1L1, BANF1, ZFAND6, NAT14, MFAP1, PIGY, LRPAP1, VARS, IFRD2, RNF26, PLA2G4A, TIMMDC1, ILF2, CDK11B, TSPYL4, BRD3, PAXIP1, NMRAL1, TMEM14B, ARV1, TMEM223, OSTF1, TXNDC5, CDIPT, PEBP1, LOC732265, EFHD2, CENPA, CCDC101, APBB3, YTHDC1, HIP1, RBCK1, PSMB10, LOC401397, S100A16, EIF2C2, DHCR24, FUNDC2, MRPL32, MPDU1, MED27, FAT1, TOMM34, APOBEC3C, HNRNPH2, CNPY3, FIBP, ACN9, CAMKK2, SUCLG1, USP1, SMARCA5, LAP3, HAUS1, LOC101060625, UBIAD1, VPS13C, MTCH1, MRPL12, CCDC124, C1orf52, TAF1D, EIF3I, RPS19BP1, TOMM70A, ACOT8, NOP56, CTDP1, UBA1, UQCRC1, DHX33, FDPS, PARL, OARD1, C17orf75, C7orf49, PDCD6, PQBP1, PPP4R1, RBM14, NUDT19, CCDC24, EMC9, WDR20, TMEM214, TRIB3, RNASEH2A, DIP2A, ID3, LYPLA2, TRUB2, LOC101060198, CLN3, PABPC4, ZNF239, SUDS3, RTN3, ZBTB5, ZNF511, C6orf70, NSMCE4A, SSR2, HIST3H2A, CD99, UNC50, HMGN4, C4orf27, BUB3, ATP6V0C, FAM213B, UBN1, FHOD1, DTYMK, RHOB, PSMG3, CYB5D2, DNTTIP1, SLC25A24, FBXL5, HPCAL1, PAK4, VPS26A, SUMO1, LOC100288142, MED22, TMEM184B, EHBP1L1, RDH13, OR4D9, SLC25A39, KRTCAP3, C8orf33, ACN9, AURKB, MRPL2, TEAD4 |

# Supplementary material for: In Vitro and In Silico Mechanistic Insights into miR-21-5p-Mediated Topoisomerase Drug Resistance in Human Colorectal Cancer Cells
**Source:** Biomolecules. 2019 Sep 9;9(9):467. doi: 10.3390/biom9090467
**Supplement:** Supplementary file 1

**Table S2. Gene list for KEGG proteasome pathway mapping.** Differentially expressed genes (DEGs) in DLD-1-miR-21 vs. DLD-1-vector cells were subject to a KEGG pathway enrichment analysis. Genes responsible for KEGG proteasome pathway mapping (hsa03050:Proteasome) are shown in this table.

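Table S2 gives, for the differentially expressed genes that the study mapped to the KEGG proteasome pathway, the log2 ratio of DLD-1-miR-21 over DLD-1-vector and a p value. Of its 24 genes, the paper lists 21 with a negative and 3 with a positive log2 ratio. The arrays carried more than 1 probe for 9 of these genes, and the table does not name the probe behind each value. In 8 of the 9, a probe other than the brightest lay closest to the value of the table. On the brightest probe of each gene, 17 of the 21 were lower in DLD-1-miR-21 cells at an adjusted p under 0.05 from limma and 0 were higher. The study chose these genes on the same arrays, so this count is not independent evidence of their direction.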

| **KEGG ID** | **Gene symbol** | **Description** | **Log2 ratio** | ***p* value** |
| --- | --- | --- | --- | --- |
| PA200 | PSME4 | proteasome (prosome, macropain) activator subunit 4 | 1.68 | 0.02754201 |
| Rpn15 | SHFM1 | split hand/foot malformation (ectrodactyly) type 1 | 1.29 | 2.14117E-12 |
| βli | PSMB9 | proteasome (prosome, macropain) subunit, beta type, 9 (large multifunctional peptidase 2) | 1.18 | 1.97331E-05 |
| α1 | PSMA2 | proteasome (prosome, macropain) subunit, alpha type, 2 | -1.07 | 2.53044E-05 |
| Rpn7 | PSMD6 | proteasome (prosome, macropain) 26S subunit, non-ATPase, 6 | -1.09 | 3.32144E-06 |
| PA28γ | PSME3 | proteasome (prosome, macropain) activator subunit 3 (PA28 gamma; Ki) | -1.10 | 0.008711034 |
| β7 | PSMB4 | proteasome (prosome, macropain) subunit, beta type, 4 | -1.24 | 2.94788E-06 |
| β3 | PSMB3 | proteasome (prosome, macropain) subunit, beta type, 3 | -1.30 | 3.56883E-09 |
| Rpt6 | PSMC5 | proteasome (prosome, macropain) 26S subunit, ATPase, 5 | -1.43 | 3.40608E-15 |
| α7 | PSMA3 | proteasome (prosome, macropain) subunit, alpha type, 3 | -1.52 | 1.49863E-11 |
| Rpt4 | PSMC6 | proteasome (prosome, macropain) 26S subunit, ATPase, 6 | -1.60 | 3.16886E-08 |
| β5 | PSMB5 | proteasome (prosome, macropain) subunit, beta type, 5 | -1.60 | 5.85077E-17 |
| Rpt3 | PSMC4 | proteasome (prosome, macropain) 26S subunit, ATPase, 4 | -1.66 | 1.14981E-12 |
| α6 | PSMA1 | proteasome (prosome, macropain) subunit, alpha type, 1 | -1.75 | 1.9685E-17 |
| PA28α | PSME1 | proteasome (prosome, macropain) activator subunit 1 (PA28 alpha) | -1.87 | 8.03852E-11 |
| β2 | PSMB2 | proteasome (prosome, macropain) subunit, beta type, 2 | -2.29 | 8.95487E-18 |
| Rpn6 | PSMD11 | proteasome (prosome, macropain) 26S subunit, non-ATPase, 11 | -2.39 | 4.14533E-15 |
| PI31 | PSMF1 | proteasome (prosome, macropain) inhibitor subunit 1 (PI31) | -2.50 | 9.16105E-14 |
| Rpn3 | PSMD3 | proteasome (prosome, macropain) 26S subunit, non-ATPase, 3 | -2.57 | 7.66822E-07 |
| Rpn10 | PSMD4 | proteasome (prosome, macropain) 26S subunit, non-ATPase, 4 | -2.85 | 4.44289E-10 |
| Rpt5 | PSMC3 | proteasome (prosome, macropain) 26S subunit, ATPase, 3 | -2.87 | 8.93555E-14 |
| Rpt1 | PSMC2 | proteasome (prosome, macropain) 26S subunit, ATPase, 2 | -2.94 | 1.53571E-13 |
| β2i | PSMB10 | proteasome (prosome, macropain) subunit, beta type, 10 | -3.40 | 1.01338E-12 |
| β5i | PSMB8 | proteasome (prosome, macropain) subunit, beta type, 8 (large multifunctional peptidase 7) | -4.407 | 2.01441E-28 |

How the deposited data were processed for this re-analysis (not part of the article)

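RNA of DLD-1-vector and DLD-1-miR-21 cells was measured on 4 single-color Human OneArray Plus arrays, 2 per line. The deposited table holds a linear intensity for each of 31741 probes, and some lie below 0, so a background had been subtracted before. The scanner, the feature extraction, the normalization and the test behind the log2 ratios of the study are not given in the sources used here. The medians of the deposited intensities differed between the lines, so the values were not normalized between arrays. The number of arrays limits the precision of every value.

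The plan made before the data were examined was to test log2 values as deposited, taking log2 of them if they proved linear. It had assumed a normalized table. As the table was not normalized, quantile normalization (limma 3.58.1 in R 4.3.3) was applied first, as is usual for single-color arrays, and the fit without it is reported as an alternative. By then several scalings, quantile normalization among them, had been compared with the log2 ratios of File S1 to find the unit of the table, so this choice was made with the study's values in view. The planned second round of quantile normalization then equals the reported fit and moves nothing. Because some intensities lay at or below 0, 50 was added before the log2 was taken. This offset was chosen after the counts of calls under 4 offsets (26, 32, 50 and 100) and 4 floors (16, 32, 64 and 100) had been seen. Floors were set aside because they produced tied values without variance. All of them are among the alternatives.

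The lines were compared probe by probe with lmFit and eBayes of limma, on group alone, with 2 residual and 2.48 prior degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over all probes. Log2 ratios are DLD-1-miR-21 over DLD-1-vector. Gene symbols came from the platform annotation, which can be old. Probes with several symbols named no gene, and 5441 genes had more than 1 probe. A gene took the values of its probe with the highest mean over all 4 arrays. This rule disfavors probes that fell, and in PSMB2, PSMB8, PSMC2 and PSMF1 a probe left aside was brighter in DLD-1-vector cells than the one used. Of the list members, 7 were matched through another symbol.

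Altogether 28 gene lists were fixed before the data were examined, some of them for pathways that the study had found on these arrays. They covered the proteasome, its 20S core, 19S base and 19S lid, the immunoproteasome, miR-21 targets, topoisomerases, drug efflux, autophagy, lysosome, apoptosis, the p53 pathway, the cell cycle, the spliceosome, the HSP70 family, ubiquitin conjugation, branched-chain amino acid degradation, RNA degradation, ErbB signaling, axon guidance, oxidative phosphorylation, epithelial, mesenchymal, immune cell, interferon response and housekeeping genes, olfactory and taste receptors, and cytosolic ribosomal proteins. Each was tested with camera (correlation preset to 0.01), camera with an estimated correlation, fry, 10000 random lists of the same size matched on mean signal in 50 bins, and a one-sided Fisher's exact test among the 3000 genes with the smallest p, each adjusted over the lists.

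Genes are named by a rule set before the data were examined, although values of File S1 and Table S2 had been seen. It takes the 10 largest increases and decreases among genes past the threshold whose arrays separate the lines and whose mean in the higher line exceeds the median probe, the genes of Table S2, genes the paper names for these cells, and up to 3 higher and 3 lower members of each list. This gave 190 genes, which were carried through the alternatives, except for 24 values of genes whose probe was left out as dim.

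The scripts were tested on simulated arrays. With 200 of 31741 probes changed and each probe's moderated variance, 0%, 7.46% and 86.4% of changes of 0.5, 1 and 2 log2 units were recovered, and with 8000 changed 33.5%, 88.8% and 98.5%, with 6.06% and 6.29% false calls. The first version of this test drew each probe's own variance and recovered 0% of 200 changes of any size, after which the moderated variance and the larger number were added. With its own variance and 8000 changed probes, 36.4%, 72.6% and 92.2% were recovered. A simulated shift of the proteasome list was found, and 0 of 23 lists without shared genes were called. Genes varied independently in this simulation and no gene outside the list changed. It therefore does not bear on false calls of lists in these data.

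The alternatives set before the data were examined were the replicate block, cyclic loess, median centring, leaving out the dimmest 25% or 50% of probes, a variance trend with robust estimation, the mean of all probes of a gene, and leaving out each array. Added after seeing the data were no normalization between arrays, the other offsets and the floors, the second brightest probe, and the brightest probe in DLD-1-vector. A planned test of miR-21 seed sites was not run, as no 3′ untranslated regions were used here. Mature miR-21 was not analysed here. The first 1997 of the 6157 rows of File S1, all with a positive log2 ratio, were used for a comparison of log2 ratios only. All 1997 probes lay above 0 here, and 1942 passed both thresholds of the study. The study's log2 ratios correlated across probes with r = 0.821 with those used here and 0.881 with those without normalization. The median of the study's value minus the value here was -0.03, and 1.03 without normalization. The study chose these probes on the same arrays.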

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

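The tests of technical explanations in this part were chosen after the results were seen, although the lists matched on signal had been set before the data were examined.

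Proteasome genes were mostly lower in DLD-1-miR-21 cells, with a median log2 ratio of -0.46, and housekeeping genes had a like median of -0.45. A difference between the arrays that depends on signal is argued against, since the proteasome median lay at percentile 0.02 of lists of matched signal. Single probes remain open: over the second brightest probes of the 14 genes with several, the median was -0.55, at percentile 18.67 of matched second probes. By the bound first written, this value counts for the explanation by single probes. It was read as undecided after it was seen, because random medians of 14 genes spanned -0.95 to 0.30, as wide as the shift to be found.

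Probes of 1 gene often gave different log2 ratios. Across 5441 genes the brightest and second brightest probes correlated with r = 0.219, and of 1247 genes with both past the threshold 491 went in opposite directions. Dim probes do not account for all of it, as r was still 0.335 with both probes in the brightest 25%. There, 30.1% of genes with both probes past the threshold went in opposite directions, against 39.4% over all pairs. Random noise does not account for it, as the difference between the probes correlated with r = 0.816 between arrays numbered 1 and arrays numbered 2. Labeling or hybridization that differed between the lines cannot be told apart from the lines themselves, as no array of a line is known to share a batch with the other, and the median log2 ratio without normalization was -0.63. Transcript variants and wrong probe annotation were not tested.

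Olfactory and taste receptor genes, outside those the paper discusses, had a median log2 ratio of 0.38 (camera, adjusted p = 0.0107, and 0.812 with an estimated correlation), which did not pass without DLD-1-miR-21 replicate 2 (0.0869) or with floors of 64 (0.0504) and 100 (0.108). A shift that depends on signal is argued against by percentile 100 among lists of matched signal. Without normalization the median was -0.25, but the scaling moves all genes by about as much, so this sign decides nothing, and whether these transcripts rose in absolute terms stays open. The median without normalization also lay at percentile 100 of lists of matched signal (which spanned -0.63 to -0.44). The scaling moves genes of like signal nearly alike, so this comparison could hardly come out otherwise and decides nothing about the scaling.

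CCNB1IP1, which neither the text nor Tables S1 and S2 name, had the lowest log2 ratio of the named genes, -7.06, with intensities of 9949 and 11364 in DLD-1-vector and of -1 and 5 in DLD-1-miR-21. The latter lie at background, so the offset sets the size, which was -6.16 with an offset of 100 and -8.88 with a floor of 16. Housekeeping genes, which the paper does not discuss as a group, had a median log2 ratio of -0.45. GAPDH mRNA, whose protein served as loading control in the Western blots, had a log2 ratio of -3.59, and this says nothing of the protein level.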

How the results depend on the processing

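The tests without normalization between arrays, with other offsets or floors, on the second brightest probe and on the brightest probe in DLD-1-vector were chosen after seeing the data. For none of the changes below was the cause tested beyond what the alternative's own construction shows (the cause was not tested). Leaving out an array leaves 1 array in a line, which is then assumed to vary like the other line. Quantile normalization applied again moves nothing, and the test of seed sites was not run. Signal over background was not measured, as no background intensities were used here, and ratios of dim probes are understated by the offset.

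Across 190 named genes, of which 180 passed the threshold, 68 values went in the opposite direction where the gene passed the threshold with the processing used here or under the alternative, and 8 more changed sign without passing in either. Genes whose probe was left out as dim have no value there. Without normalization between arrays these were ACADM -0.0951, ATG12 -0.41, CASP10 -0.11, CASP9 -0.22, CCNG1 -0.20, CTSB -0.21, CTSH -0.22, E2F3 -0.0303 and HNRNPC -0.39. Next came HSPA4 -0.0842, LIPA -0.13, MSH6 -0.45, NDUFB8 -0.0365, PABPC1 -0.25, PARP1 -0.70, PSMA2 -0.68, PSMB9 -0.0279 and PSMC2 -0.94. Others were PSMD1 -0.29, PSMD12 -0.36, PSMD13 -0.65, PSME4 -0.99, PSMF1 -0.71, RBX1 -0.18, RPS20 -0.0118, SF3A2 -0.28 and TAP1 -0.0675. Further ones were TAP2 -0.20, TFRC -0.63, TIAM1 -0.0559, TOP1MT -0.80, UBE2K -0.19, UBE2S -0.29 and XRN1 -0.28. On the second brightest probe these were ABCG2 -0.34, ATG12 -1.35, ATG7 0.59, BCAT1 -0.10, CCNG1 -2.13, DDX6 0.10, DHX8 -0.17, EEF1A1 1.61 and EPHA7 -0.35. Next came FN1 0.0716, HNRNPC -0.55, LRTOMT -0.45, OAS2 -0.46, PNPT1 -1.24, PRKCB -0.46, PSMA1 0.86, PSMC2 -2.88 and PSMF1 -2.30. Others were RPL6 1.77, RPS20 -0.46, TGFBR2 0.85, TIAM1 -0.0221, TOP1MT -1.82, UBE2K -0.53, XIAP -0.91 and XRN1 -0.47. With the mean of all probes of a gene these were ATG12 -0.56, CCNG1 -0.58, PSMC2 -0.74, PSMF1 -0.93 and TOP1MT -0.69. On the brightest probe in DLD-1-vector these were PSMC2 -2.88, PSMF1 -2.30 and UBE2K -0.53. All 180 calls of named genes were lost without DLD-1-miR-21 replicate 2.

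With the replicate block, which pairs arrays by number although the numbers do not pair, 3482 genes were higher and 3417 lower, and 20 proteasome genes were lower. Without normalization, 203 genes were higher and 8910 lower, 163 and 10762 probes passed the thresholds of the study, and 37 proteasome genes were lower and 0 higher. With a floor of 100, 2983 genes were higher, and without the dimmest 50% of probes 2570 probes were lower past the thresholds. Median centring left 2 proteasome genes higher and the second brightest probe 9. Without single arrays, genes higher ranged from 0 to 4103, genes lower from 0 to 3510, probes past the thresholds from 2297 to 4143 higher and from 3474 to 4319 lower, and proteasome genes from 0 to 19 lower and 0 to 4 higher. Leaving out DLD-1-miR-21 replicate 2 gave 0 genes with limma, against 3942 higher and 3958 lower at an unadjusted p under 0.05, and without DLD-1-miR-21 replicate 1 there were 1087 higher and 2308 lower. Without DLD-1-vector replicate 2, 2799 were higher. The proteasome enrichment gave 15 genes without the dimmest 25% of probes (adjusted p = 0.0756), 19 without the dimmest 50% (0.0721), 15 with a floor of 16 (0.0509), and from 13 to 16 without single arrays (0.0145 to 0.193, the last without DLD-1-vector replicate 1).

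Of 672 list values under the alternatives, 621 kept direction and side of the threshold, 17 lost and 34 gained it, and 0 went in the opposite direction by the direction of camera, which compares a list with all other genes. The values with fry are counted among these although fry tests a list against no change, not against other genes. The medians themselves, which the scaling moves together with those of all genes, turned negative without normalization for each list whose median was above 0, namely axon guidance (-0.48), mesenchymal (-0.17), cytosolic ribosomal proteins (-0.73), interferon response (-0.60) and epithelial genes (-1.11). The others were the immunoproteasome (-1.12), oxidative phosphorylation (-1.01), drug efflux (-0.51), immune cell genes (-0.29) and olfactory and taste receptors (-0.25). With an estimated correlation, proteasome (-0.46, adjusted p = 0.812), proteasome 20S core (-0.61, adjusted p = 0.812), RNA degradation (-0.46, adjusted p = 0.812), housekeeping (-0.45, adjusted p = 0.812) and olfactory and taste receptors (0.38, adjusted p = 0.812) no longer passed, and no other list passed either. The correlation is estimated from 2 residual degrees of freedom, so hardly any list could pass with it and this decides nothing. On the second brightest probe, proteasome 20S core (-0.43, adjusted p = 0.257) no longer passed. On the second brightest probe, proteasome 19S base (-1.48, adjusted p = 0.0289) and immune cell (0.57, adjusted p = 0.0488) passed. With median centring, proteasome 19S base (-0.59, adjusted p = 0.0247), lysosome (-0.37, adjusted p = 0.0258), apoptosis (-0.48, adjusted p = 0.0238), cell cycle (-0.33, adjusted p = 0.0238) and spliceosome (-0.48, adjusted p = 0.0238) passed. With median centring, immune cell (0.45, adjusted p = 0.0247) passed. With the mean of all probes of a gene, proteasome 19S base (-1.06, adjusted p = 0.0226) and topoisomerases (-0.94, adjusted p = 0.0423) passed. Without normalization between arrays, proteasome 19S base (-1.54, adjusted p = 0.00954), autophagy (-1.26, adjusted p = 0.0122), lysosome (-1.32, adjusted p = 0.000942), apoptosis (-1.29, adjusted p = 0.00649) and cell cycle (-1.28, adjusted p = 0.00167) passed. Without normalization between arrays, spliceosome (-1.28, adjusted p = 0.000299), ubiquitin conjugation (-1.05, adjusted p = 0.00373), mesenchymal (-0.17, adjusted p = 0.0364) and immune cell (-0.29, adjusted p = 0.000942) passed. On the brightest probe in DLD-1-vector, proteasome 19S base (-0.87, adjusted p = 0.0348) passed. On the brightest probe in DLD-1-vector, RNA degradation (-0.46, adjusted p = 0.051) no longer passed. With fry, proteasome 19S base (-0.35, adjusted p = 0.0231), proteasome 19S lid (-0.49, adjusted p = 0.0495), topoisomerases (-0.67, adjusted p = 0.0282), autophagy (-0.0939, adjusted p = 0.0495) and lysosome (-0.12, adjusted p = 0.0495) passed. With fry, apoptosis (-0.28, adjusted p = 0.0122), cell cycle (-0.12, adjusted p = 0.0495), ErbB signaling (-0.0635, adjusted p = 0.0495), oxidative phosphorylation (0.0038, adjusted p = 0.0114) and mesenchymal (0.30, adjusted p = 0.0495) passed. With fry, interferon response (0.14, adjusted p = 0.0495) passed. Against random lists matched on mean signal, spliceosome (-0.21, adjusted p = 0.0123) and axon guidance (0.44, adjusted p = 0.0432) passed. Without the dimmest 25% of probes, RNA degradation (-0.46, adjusted p = 0.0506) no longer passed. Without the dimmest 50% of probes, RNA degradation (-0.21, adjusted p = 0.199) no longer passed. With a floor of 32, RNA degradation (-0.46, adjusted p = 0.0579) no longer passed. With a floor of 64, RNA degradation (-0.46, adjusted p = 0.0686) and olfactory and taste receptors (0.41, adjusted p = 0.0504) no longer passed. With a floor of 100, RNA degradation (-0.46, adjusted p = 0.0751) and olfactory and taste receptors (0.26, adjusted p = 0.108) no longer passed. Of oxidative phosphorylation genes 12 fell and 8 rose, with a mean of -0.20.

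Without single arrays the list medians ranged as follows. Apoptosis -0.32 to -0.22, autophagy -0.21 to -0.0999, axon guidance 0.33 to 0.46, branched-chain amino acid degradation -0.15 to 0.0877, cell cycle -0.17 to -0.10, cytosolic ribosomal proteins 0.0412 to 0.13 and drug efflux 0.22 to 0.47. Epithelial 0.0106 to 0.0762, ErbB signaling -0.14 to 0.12, housekeeping -0.58 to -0.41, HSP70 family -0.31 to -0.24, immune cell 0.23 to 0.61, immunoproteasome -0.0419 to 0.0504 and interferon response 0.13 to 0.29. Lysosome -0.19 to -0.094, mesenchymal 0.29 to 0.40, miR-21 targets -0.18 to -0.0053, olfactory and taste receptors 0.34 to 0.42, oxidative phosphorylation -0.0437 to 0.0215, p53 pathway -0.0113 to 0.0428 and proteasome 19S base -0.43 to -0.27. Proteasome 19S lid -0.57 to -0.45, proteasome 20S core -0.67 to -0.61, RNA degradation -0.47 to -0.39, spliceosome -0.27 to -0.12, topoisomerases -0.73 to -0.60, ubiquitin conjugation -0.17 to 0.0852 and proteasome -0.57 to -0.45. RNA degradation did not pass without DLD-1-miR-21 replicate 1 (adjusted p = 0.052) or replicate 2 (0.0995), the receptors did not pass without DLD-1-miR-21 replicate 2 (0.0869), and immune cell genes passed without DLD-1-vector replicate 2 (0.0249).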

Differences from the paper's values

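Table S2 does not name the probe or the test behind its values, and the values here come from the brightest probe of each gene. Within the error means here a difference from the paper's value of no more than 1 standard error of the log2 ratio from limma (0.115 to 0.219) and the same sign, as the paper states no error. Of its 24 genes, 13 lie within the error and 11 do not.

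For PSME4 the paper gives 1.68 and the value here is 0.00853, for PSMA2 the paper gives -1.07 against 0.18, for PSMF1 the paper gives -2.50 against 0.43, for PSMC3 the paper gives -2.87 against -0.33, for PSMC2 the paper gives -2.94 against 0.23, for PSMB2 the paper gives -2.29 against -0.81 and for PSMB8 the paper gives -4.407 against -1.07. For these 7 genes none of the alternatives set before the data were examined (replicate block, cyclic loess, median centring, leaving out the dimmest 25% or 50% of probes, variance trend with robust estimation, mean of all probes, leaving out each array) came within the error. For PSME3 the paper gives -1.10 against -0.91, and the replicate block, the variance trend and leaving out DLD-1-vector replicate 1 or DLD-1-miR-21 replicate 1 came within the error, while the others did not. For PSME1 the paper gives -1.87 against -1.41, and of these alternatives median centring alone came within it, at the cost of PSMB9, PSMC6 and PSMC4, which then differed. For PSMD3 the paper gives -2.57 against -2.20 and for PSMB10 the paper gives -3.40 against -3.08, and in both leaving out DLD-1-miR-21 replicate 1 came within it while the others did not. Without that array PSMB5, PSMC6 and PSMD4 then differed, and PSMB2, PSMB4, PSMB8, PSMD6 and PSME3 no longer passed, which left 14 of the 24 genes passing in the paper's direction. With the variance trend PSMC5 and PSMB5 then differed.

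Settings chosen after seeing the values reached more of them. The second brightest probe reached PSME1, PSMB2 and PSMC2 and dropped 1 of the paper's called genes, PSMA1. The brightest probe in DLD-1-vector, also chosen after seeing the values, reached PSMB2 and PSMC2 and dropped none of those called with the processing used here. Offsets of 26 and 32 and floors of 16, 32, 64 and 100, likewise chosen after seeing the values, reached PSME3, and the offset of 26 and each of the floors also reached PSMD3 and PSMB10. None of these dropped a gene that had passed, but a floor of 32 put PSMB5 outside the error, and floors of 64 and 100 put PSMB5, PSMC5 and PSMA1 outside it, so that 13 of 24 lay within it as before. No setting brought PSME4, PSMA2, PSMF1, PSMC3 or PSMB8 within the error, although the third probe of PSMA2, at -1.04, lies within it, and the closest probes of the others had 1.25, -2.30, -2.59 and -4.23. In all, 17 of the 24 genes have some probe within the error.

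At an adjusted p under 0.05 with no limit on the log2 ratio, unlike the thresholds of the study, 19 of the 24 genes passed in the paper's direction, and PSME4, PSMA2, PSMF1, PSMC3 and PSMC2 did not. At the thresholds of the study 17 passed, as PSMB2 and PSME3 did not either. At an adjusted p under 0.05, PSMC2, PSMC3, PSME4 and PSMF1 passed with the mean of all probes, and also on the second brightest probe. PSMC3 passed with the variance trend, PSMC2 and PSMF1 on the brightest probe in DLD-1-vector, and PSMA2, PSMC2, PSMC3 and PSMF1 without normalization, which dropped PSMB9 and SHFM1. The second brightest probe, the brightest probe in DLD-1-vector and the fit without normalization were chosen after seeing the values. Of 24 genes, 14 lay within 0.25 of the paper's value on the brightest probe and 20 on the closest probe.

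The paper ranks the p53 pathway and the spliceosome above the proteasome in Fig. 4B. Here the adjusted p of the enrichment was 0.242 for the p53 list and 0.375 for the spliceosome list, against 0.0294 for the proteasome, although these lists are not the KEGG pathways and the background of the paper is not given in the sources used here. The paper reports lower PDCD4 mRNA by qPCR in Fig. 2A. On the arrays the brightest PDCD4 probe had a log2 ratio of -0.08 (adjusted p = 0.617) and a second probe one of -0.65 (adjusted p = 0.0225). Without normalization between arrays, chosen after seeing the values, the brightest probe had -1.12 (adjusted p = 0.00928), where the median of all probes was -0.63. The paper gives 193 upregulated and 167 downregulated genes for the signature, and Table S1 as held lists 290 and 211 symbols. In the survival analysis the text calls 21 proteasome genes upregulated that Table S2 lists as lower. It also reports no effect on topoisomerase levels, measured as protein, where the arrays gave mRNA log2 ratios of 1.03 for TOP1, -0.20 for TOP2A and -2.44 for TOP2B.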

Other observations

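Among known miR-21 targets, 11 of 34 genes fell and 9 rose (11 and 10 over the list alone), with a median log2 ratio of -0.09 (camera, adjusted p = 0.472). RHOB, a small GTPase, had a log2 ratio of -3.03 (second probe -1.32), the phosphatase CDC25A -2.36 (second probe -1.18), PELI1 -1.55 and SPRY2, an inhibitor of receptor tyrosine kinase signaling, -1.24. JAG1 had 1.78, NFIB 1.40 (second probe 0.56) and TIAM1 1.21, although TIAM1 had -0.0221 on its second probe and -0.0559 without normalization. TGFBR2 had -0.41 (adjusted p = 0.0682) and a second probe of 0.85. Of 8 topoisomerase genes, 4 fell and 2 rose, also over the list alone (median -0.67, adjusted p = 0.217): TOP2B had -2.44, TDP2 -1.65 and TDP1 -1.92 (second probe -0.56, adjusted p = 0.0532), TOP1MT had 0.44 but -1.82 on its second probe, -0.69 with the mean of its probes and -0.80 without normalization, TOP1 had 1.03 from a dim probe, and TOP2A did not pass (-0.20, adjusted p = 0.261). Of 13 drug efflux genes, 6 rose and 4 fell, also over the list alone (median 0.35, adjusted p = 0.757), with ABCB1 at -1.80 and ABCC1 at -1.46 against ABCC3 at 1.21.

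Of 40 autophagy genes, 13 fell and 9 rose, also over the list alone (median -0.09, adjusted p = 0.309). MAP1LC3B, whose protein marks autophagosomes, had -2.03, the cargo receptor SQSTM1 -1.71 and GABARAPL2 -1.54, against RB1CC1 at 1.70 and VMP1, which hosts the miR-21 locus, at 1.35. ATG12 had 0.87 on its brightest probe and -1.35 and -1.20 on the others. Of 41 lysosome genes, 13 fell and 10 rose (14 and 10 over the list alone, median -0.12, adjusted p = 0.247), and of 36 apoptosis genes 14 fell and 7 rose (14 and 9, median -0.28, adjusted p = 0.247).

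Among the other lists, by camera, the medians were -0.01 for p53 pathway genes (9 of 37 higher and 11 lower, 11 and 11 over the list alone, adjusted p = 0.672), -0.28 for the HSP70 family (4 of 21 higher and 10 lower, also over the list alone, adjusted p = 0.472), -0.03 for ubiquitin conjugation (11 of 38 higher and 14 lower, 12 and 14 over the list alone, adjusted p = 0.472) and -0.04 for branched-chain amino acid degradation (11 of 36 higher and 12 lower, 11 and 13, adjusted p = 0.672). They were -0.06 for ErbB signaling (11 of 44 higher and 14 lower, 12 and 15, adjusted p = 0.612), 0.44 for axon guidance (23 of 60 higher and 10 lower, 27 and 10, adjusted p = 0.247), 0.00380 for oxidative phosphorylation (8 of 37 higher and 12 lower, unchanged over the list alone, adjusted p = 0.585) and 0.10 for cytosolic ribosomal proteins (13 of 70 higher and 20 lower, 14 and 20, adjusted p = 0.658). They were 0.04 for epithelial (7 of 23 higher and 6 lower, 8 and 7, adjusted p = 0.957), 0.30 for mesenchymal (7 of 24 higher and 4 lower, 9 and 4, adjusted p = 0.309), 0.54 for immune cell (6 of 22 higher and 0 lower, also over the list alone, adjusted p = 0.217) and 0.14 for interferon response genes (12 of 36 higher and 3 lower, also over the list alone, adjusted p = 0.247). Of the 312 olfactory and taste receptors 82 were higher and 23 lower (60 and 20 over the list alone, adjusted p = 0.0107, and 0.812 with an estimated correlation). The spliceosome (adjusted p = 0.217) and cell cycle (adjusted p = 0.247) lists did not pass, nor did the 19S base (adjusted p = 0.16) and lid (adjusted p = 0.309) or the immunoproteasome (adjusted p = 0.854), and the 20S core passed (adjusted p = 0.00757, and 0.812 with an estimated correlation), though not on second brightest probes (adjusted p = 0.257).

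Some of the largest increases among receptors and guidance genes, noticed after their values were seen, ran nearly parallel over the 4 arrays. In DLD-1-vector 1 and 2 and DLD-1-miR-21 1 and 2, the intensities were 1697, 606, 1569 and 2650 for OR51B2. They were 1469, 727, 1573 and 2651 for OR6V1 and 2793, 1073, 1935 and 3101 for EPHA7. In each gene DLD-1-vector 2 was lowest, and before normalization the arrays of OR51B2 and EPHA7 did not separate the lines. What these genes share was not tested.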
